# Fibrous-layer resident Angptl7^+^ periosteal stem cells sense injury inflammation to orchestrate fracture repair

**DOI:** 10.1038/s41422-025-01202-8

**Published:** 2026-01-08

**Authors:** Bo Jiang, Wenhui Xing, Xiaocui Xu, Shuqin Chen, Heng Feng, Rui Shao, Jiatong Sun, Yazhuo Zhang, Zaiqi Xie, Wenxiang Wang, Xubin Yin, Yi Wang, Miaomiao Wang, Ling Li, Zhong Zhang, Bo Gao, Jinlong Suo, Xuye Hu, Lijun Wang, Jun Sun, Bin Zhou, Bo O. Zhou, Matthew B. Greenblatt, Rongrong Le, Weiguo Zou

**Keywords:** Mesenchymal stem cells, Regeneration

## Abstract

Periosteum contains abundant Ctsk-lineage skeletal stem cells (P-SSCs) that are key drivers of intramembranous ossification during bone development and maintenance. However, P-SSCs regenerate fractured bones by mediating endochondral ossification, raising the question of whether distinct P-SSCs subsets separately mediate steady-state bone formation and fracture repair. Here we uncover the heterogeneity of P-SSCs, identifying an *Angptl7*-expressing quiescent P-SSCs subset, which is restricted to the fibrous-layer of periosteum and barely contributes to postnatal bone development. After bone fracture, these cells largely contribute to bone healing by dedicating to endochondral ossification, regenerating the entire bone architecture. Dysfunction of Angptl7-lineage P-SSCs strongly impairs the bone healing process but does not affect steady-state bone formation. Multimodal analysis reveals that these cells can be immediately activated under the regulation of TNF-α/NF-κB signaling, subsequently acquiring osteogenic capacity. Together, our findings unravel an injury-specified P-SSCs subpopulation, providing a model that there are tissue-resident stem cells specialized for injury repair, while parallel stem cells maintain homeostasis.

## Introduction

Bone is one of the few mammalian organs capable of regeneration. Although bone fractures can heal in most cases, there is still a certain probability of non-union occurring.^1,2^ Bone fracture healing is considered to recapitulate the fetal endochondral bone development. In this process, the cartilage primordium is initially formed where skeletal progenitors differentiate into chondrocytes.^3^ The cartilage template is gradually replaced by bony tissue, coordinating with the invasion of perichondrial cells that generate future cortical bone and marrow stromal compartments.^4,5^

Bone development and regeneration both require the involvement of skeletal stem cells (SSCs), which sit at the apex of their differentiation hierarchy and are self-renewing populations giving rise to one or more mature skeletal populations.^6–8^ Previous studies have defined SSCs by cell surface markers.^9,10^ However, emerging evidence suggests that SSCs are heterogeneous in both spatial localization and function, despite expressing similar surface markers.^11,12^ In the growth plate, *Pthrp*-marked SSCs (GP-SSCs) are enriched in the resting zone,^13,14^ which give rise to the proliferating chondrocytes and hypertrophic chondrocytes, contributing to bone growth in puberty.^15–19^ However, bone maintenance in adulthood requires osteogenesis by bone marrow stromal cells, coordinated with *Sstr2*-marked metaphyseal SSCs^20^ and *Fgfr3*-marked endosteal SSCs.^21^

Postnatal periosteum also houses SSCs that contribute to cortical bone formation and injury repair.^22–25^ *Ctsk*, initially being used as a marker for osteoclasts, has recently been recognized for its role in identifying P-SSCs, which form bone directly through intramembranous ossification. Depletion of *osterix* gene (*Osx*, also known as *Sp7*) in Ctsk-lineage P-SSCs impaired periosteal cortical bone formation, with neglectable influence on trabecular bone mass.^22^ Transplantation assays have demonstrated that periosteum is a major cell source for bone fracture repair.^26^ However, P-SSCs mediate fracture healing mainly through endochondral ossification, rather than intramembranous ossification that occurs during homeostasis. Moreover, abnormal activation of Ctsk-lineage P-SSCs can induce both chondrocyte-related metachondromatosis^27^ and osteoblast-related osteosarcoma.^28^ Therefore, it remains unclear whether P-SSCs possess plasticity enabling a bidirectional fate transition, or whether the periosteum houses heterogeneous P-SSCs with some contributing to cortical bone formation via intramembranous ossification and others poised for fracture repair by endochondral ossification.

In this study, we provide evidence that the periosteum houses a unique SSCs lineage, which is quiescent with no steady-state osteogenic ability, but becomes activated in response to inflammatory signals, mediating fracture repair by endochondral ossification. Additionally, we establish novel models for specifically tracing these fracture-repairing key contributors, benefiting future studies to explore the mechanisms underlying fracture non-union.

## Results

### *Angptl7* specifically labels skeletal stem/progenitor cell population 1 (SSPC-1) in the fibrous layer of periosteum

To systematically distinguish the cellular composition of the periosteum, we leveraged our existing single-cell RNA sequencing (scRNA-seq) dataset^29^ based on *Prrx1-Cre;Rosa26-Ai9* mice, which mark all the skeletal lineage cells in long bones^30^ and provide robust labelling of periosteum (Supplementary information, Fig. S1a, b). The Prrx1-Ai9^+^ cells were isolated from enzymatically digested periosteum by fluorescence-activated cell sorting (FACS) and subjected to scRNA-seq using the BD Rhapsody™ Single-Cell Analysis system. 

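The periosteal cells of this library came from femurs and tibias of 8-week-old control mice. The deposited values are whole numbers of unique molecular identifiers (UMIs) per gene and cell, without normalization. A UMI tags a captured mRNA molecule before amplification, so that copies of the same molecule count once. The methods give read trimming and filters for the scRNA-seq data, and the paper's text names no aligner, genome build, annotation or strand for this library. Of the 31253 Ensembl gene identifiers listed, 31107 were found in the GENCODE vM21 annotation of GRCm38, from which gene positions were taken. The library held 6118 cell barcodes and 28030299 UMIs, with a lowest total of 501 UMIs and a median of 3633.5 UMIs per barcode. It is 1 library without replicates, so no test was made and all intervals cover counting error only. Cells were kept with 1000 to 5000 genes and under 25% mitochondrial UMIs, and genes found in fewer than 10 cells were removed. The methods state these limits together with the cell number of the fracture data, and state none for this library by itself. The text does not name a doublet method, so Scrublet was used. Counts were log-normalized in Seurat, and 2000 variable features were selected. Removing 76 features, the genes reported as results and the genes of hand-written lists, left 1924 features for the principal components, so clusters were built without them. With 20 principal components and a resolution of 0.4, clusters were found by the Louvain method and named from markers fixed before the data were examined. The study's own assignment of cells was not used here, so each name is written with "-like", and a difference from the study may come from the rebuilt names. UMIs were summed over the cells of each group and given as CPM, the count of a gene scaled by the total UMIs of the group, with exact 95% Poisson intervals. Ratios are log2 ratios of CPM, with exact conditional intervals for a pair of Poisson counts. Shares of cells with at least 1 UMI of a gene carry exact binomial (Clopper-Pearson) intervals. Since deeper cells show more genes, each share was computed again after every cell was thinned at random to 2500 UMIs, which left out 387 of 4005 retained cells.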

A total of 4486 cells were retained for analysis after filtering out doublets, low-quality, and blood cells. 

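Among the barcodes of the control library, 1648 had fewer than 1000 genes, 7 had more than 5000 genes and 174 had at least 25% mitochondrial UMIs, and 4455 passed these filters. Scrublet called 45 of 5485 scored barcodes doublets (0.820%), 35 of them among those that passed, which left 4420 cells. A cluster of 415 cells (9.39%, 95% interval 8.54 to 10.3%) carried the blood cell markers and was removed. The 4005 retained cells held 23610444 UMIs, with a median of 4957 UMIs per cell. Of the alternatives, a range of 500 to 6000 genes per cell moved this number most, to 4826 cells. The paper's 4486 cells, counted after doublets and blood cells were removed, exceed the 4455 that passed here before these removals. The limits used here, applied to the deposited counts, therefore cannot give the paper's number.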

Non-linear dimensionality reduction with uniform manifold approximation and projection (UMAP) identified 5 clusters as indicated by their key marker genes and differentially expressed genes, including ‘Fibroblasts’ (*Dpt*^+^*Cd34*^+^*Pi16*^+^),^31^ ‘Endothelial cells’ (*Cdh5*^+^*Pecam1*^+^), ‘Pericytes’ (*Acta2*^+^*Myh11*^+^), ‘Mature osteoblasts’ (*Dmp1, Spp1*), a skeletal stem/progenitor cell population defined as ‘SSPC-1’ due to the expression of *Prrx1, Cd200, Pdgfra* and *Ctsk*, as well as another skeletal stem/progenitor cell population defined as ‘SSPC-2’ due to the expression of *Ctsk*, *Postn*, and *Sp7* (Fig. 1a; Supplementary information, Fig. S1c). Specifically, *Ctsk*, as a lineage marker for P-SSCs, was expressed in both SSPC-1 and SSPC-2. 

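The retained Prrx1-Ai9+ cells of the control library formed 11 clusters, of which 8 carried the markers of a class. Fibroblast-like cells, found by *Dpt*, *Pi16*, *Clec3b*, *Dpp4*, *Ly6a* and *Sema3c*, made up 2 clusters with 1607 cells, or 40.1% (38.6 to 41.7%) of the 4005. The SSPC-1-like cluster was found by *Prrx1*, *Cd200*, *Pdgfra*, *Thbs4*, *Igfbp6*, *Itgbl1* and *Col8a1* and held 813 cells (20.3%, 19.1 to 21.6%). The SSPC-2-like cluster was found by markers that include *Tnn*, *Runx2*, *Alpl*, *Dlx5* and *Mmp13* and held 742 cells (18.5%, 17.3 to 19.8%). A marker had to reach 2 times the median of the other clusters, not exceed every class. *Prrx1*, *Thbs4*, *Itgbl1* and *Col8a1* were highest in SSPC-1-like cells among the 6 named populations. *Pdgfra* (1037 against 404 CPM) and *Igfbp6* (2079 against 1652 CPM) were higher in fibroblast-like cells, and *Cd200* (718 against 360 CPM) in endothelial-like cells. Of the SSPC-2 markers, only *Dlx5* was higher in SSPC-1-like than in SSPC-2-like cells (418 against 376 CPM). There were 57 mature osteoblast-like cells (1.42%, 1.08 to 1.84%), 173 endothelial-like cells (4.32%, 3.71 to 5.00%), 296 pericyte-like cells (7.39%, 6.60 to 8.24%) and 20 chondrocyte-like cells (0.499%, 0.305 to 0.770%). A cluster of 210 cells (5.24%, 4.57 to 5.98%) had 5 of the 7 SSPC-1 markers, but the tendon genes *Kera* and *Tnmd* were among its leading genes. It was left unnamed by a rule set after the clusters were seen, and is called the tendon-led cluster. Thresholds on the markers, also set after the clusters were seen, left unnamed a cluster of 54 cells led by *Htra4* (1.35%, 1.01 to 1.76%) and a cluster of 33 cells led by *Gatm* (0.824%, 0.568 to 1.16%). Median UMIs per cell were 5216 in SSPC-1-like, 5992 in SSPC-2-like, 4771 in fibroblast-like, 7010 in mature osteoblast-like, 3034 in endothelial-like and 3745 in pericyte-like cells, and 4850 in the tendon-led cluster. Thinning left out 79 SSPC-1-like, 29 SSPC-2-like, 146 fibroblast-like, 3 mature osteoblast-like, 54 endothelial-like, 48 pericyte-like and 25 tendon-led cells. The fibroblast-like share moved most under a mitochondrial limit of 10%, to 33.4%.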

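*Ctsk* (ENSMUSG00000028111) lies on chromosome 3 from 95499256 to 95509362 on the plus strand. Its CPM was 698 (674 to 722) in SSPC-1-like cells and 643 (622 to 665) in SSPC-2-like cells, a log2 ratio of 0.12 (0.05 to 0.19). At least 1 *Ctsk* UMI was found in 83.8% of SSPC-1-like and 88.8% of SSPC-2-like cells, and in 72.8% and 73.6% after thinning. Endothelial-like and pericyte-like cells, taken as the background of free RNA, had 6.94% and 11.5% of cells with a UMI, and 3.36% and 8.47% after thinning. In fibroblast-like cells the share was 64.3%, or 47.2% after thinning, at 336 CPM. Mature osteoblast-like cells had 306 CPM (261 to 357) and a share of 84.2%, or 61.1% after thinning. The highest *Ctsk* level of all groups, 722 CPM (647 to 803) with a thinned share of 81.5%, was that of the 54 cells of the *Htra4*-led cluster, though its interval met that of SSPC-1-like cells. The tendon-led cluster had 469 CPM, and counting its cells as SSPC-1-like, a choice made after seeing the data, gave a log2 ratio of 0.017. A resolution of 0.8 moved the ratio most, to 0.0023.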

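*Cdkn1c* (ENSMUSG00000037664) lies on chromosome 7 from 143458339 to 143461050 on the minus strand and overlaps the antisense gene *Gm44732*. Its CPM was 634 (611 to 657) in SSPC-1-like cells against 104 (95.3 to 113) in SSPC-2-like cells, a log2 ratio of 2.61 (2.48 to 2.74). The share of cells with a *Cdkn1c* UMI was 80.0% in SSPC-1-like and 41.6% in SSPC-2-like cells, and 66.1% and 21.5% after thinning. Pericyte-like cells gave the background, with 36.1 CPM and a thinned share of 6.85%. Endothelial-like cells, with 203 CPM (170 to 241) and a thinned share of 26.1%, were above SSPC-2-like cells. The tendon-led cluster reached 140 CPM, and together with SSPC-1-like cells the log2 ratio over SSPC-2-like cells was 2.36.
*Postn* (ENSMUSG00000027750; chromosome 3, 54361109 to 54391037, plus strand) went the other way, with 722 CPM (698 to 746) in SSPC-1-like and 11218 CPM (11128 to 11308) in SSPC-2-like cells. The log2 ratio of SSPC-1-like over SSPC-2-like cells was -3.96 (-4.01 to -3.91). After thinning, a *Postn* UMI was found in 41.6% of SSPC-1-like and 99.7% of SSPC-2-like cells, against 55.6% and 99.9% before. In the tendon-led cluster *Postn* was higher than in SSPC-1-like cells, by 0.98 (0.89 to 1.06) on the log2 scale. Mature osteoblast-like cells had 834 CPM of *Postn*, endothelial-like cells 160 CPM and pericyte-like cells 117 CPM.
*Sp7* (ENSMUSG00000060284; chromosome 15, 102356606 to 102367182, minus strand) had 22.4 CPM (18.3 to 27.1) in SSPC-1-like and 236 CPM (223 to 249) in SSPC-2-like cells. Its log2 ratio was -3.40 (-3.70 to -3.11), and its level in mature osteoblast-like cells was 397 CPM (345 to 454). An *Sp7* UMI was found in 67.3% of SSPC-2-like and 9.96% of SSPC-1-like cells, and in 42.9% and 5.59% of thinned cells. The tendon-led cluster had a log2 ratio of *Sp7* to SSPC-1-like cells of -2.47 (-4.12 to -1.20). Background levels of *Sp7* were 6.15 CPM in endothelial-like and 8.44 CPM in pericyte-like cells.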

*Cdkn1c*, a quiescent stem cell marker,^32^ was highly expressed in SSPC-1, whereas SSPC-2 expressed osteoblast precursor markers, *Postn*^33^ and *Sp7*,^34^ aside from a lower expression of *Cdkn1c* (Fig. 1b; Supplementary information, Fig. S1c). To further elucidate the intrinsic differences in cellular properties between SSPC-1 and SSPC-2, we compared their differential gene expression (DEG) patterns (Fig. 1c–e). 

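The comparison of SSPC-1-like with SSPC-2-like cells covered 12267 genes, of which 3378 had at least 100 UMIs and 50 CPM in the higher class. Among these, the 5 genes with the largest ratio in each direction were named by a rule fixed beforehand. Higher in SSPC-1-like cells were *Gm973*, with 353 against 1 UMI and a log2 ratio of 8.63 (6.14 to 13.94), and *Gpha2*, with 331 against 1 UMI and a log2 ratio of 8.54 (6.05 to 13.84). They were followed by *Fgf18* at 7.52 (6.63 to 8.58), *Egfl6* at 7.14 (6.51 to 7.85) and *Dio2* at 7.10 (6.12 to 8.32). Higher in SSPC-2-like cells were *Prss35* at -6.12 (-6.54 to -5.73), *Plekhg4* at -5.90 (-7.79 to -4.53), *Pdzrn4* at -4.91 (-5.76 to -4.18) and *Lrrc15* at -4.89 (-5.10 to -4.68), and also *Ibsp*, a naming marker of the mature osteoblast-like class. Genes that shape the clusters differ between them by construction. Each cell's UMIs were therefore split at random, with clusters built from a part and ratios taken from the rest. From the held-out UMIs alone, with 0.5 UMIs added to both counts, the log2 ratio was 8.45 for *Fgf18*, 7.37 for *Egfl6*, 7.06 for *Gm973*, 7.02 for *Gpha2* and 6.92 for *Dio2*, so the order of these genes did not hold. In the other direction it was -5.66 for *Prss35*, -5.29 for *Plekhg4*, -5.00 for *Pdzrn4* and -4.88 for *Lrrc15*. Counts of differentially expressed genes are not given, since 1 library offers no replicates.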

We found that SSPC-2 enriched more genes that are associated with ‘Bone development’, ‘Bone mineralization’ and ‘Osteoblast differentiation’ pathways, suggesting its enhanced osteogenic preference compared to SSPC-1. However, SSPC-1-enriched genes were associated with ‘Stem cell up’ and ‘Response to transforming growth factor (TGF)-beta’, which has been considered important for the stem cell maintenance.^35^ 

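Genes of bone formation were compared between the classes through a list of 24 genes written by hand beforehand, since the gene sets behind Fig. 1d, e were not used here. The list has *Sp7*, *Col1a1*, *Ifitm5*, *Dlx3*, *Pth1r* and *Omd* among its members, and none of its genes was used to build the clusters. With the 22 genes that had at least 10 UMIs, the median log2 ratio of SSPC-1-like over SSPC-2-like cells was -0.87 (-0.97 to -0.68), where the interval is from 1000 Poisson draws. Of these genes, 19 were lower and 3 higher in SSPC-1-like cells, from -3.92 for *Dlx3* to 1.07 for *Lrp5*. The median of 10000 random lists matched on size and expression was 0.23, and the osteogenic list lay at percentile 0 of them, which describes this library and is not a test. A resolution of 0.2 moved the list's median most, to -1.26.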

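For the response to TGF-beta, a list of 25 genes of ligands, receptors, SMAD proteins, binding proteins and targets was written beforehand in the same way. Its median log2 ratio of SSPC-1-like over SSPC-2-like cells was 0.80 (0.69 to 0.95), with 19 genes higher and 6 lower in SSPC-1-like cells. Single genes ranged from -3.19 for *Tgfb2* to 3.81 for *Fbn1*. The random lists matched to it had a median of 0.20, and the list lay at percentile 100 of them. The 'Stem cell up' gene set was not used here and no list stood in for it.

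**Figure D1:**
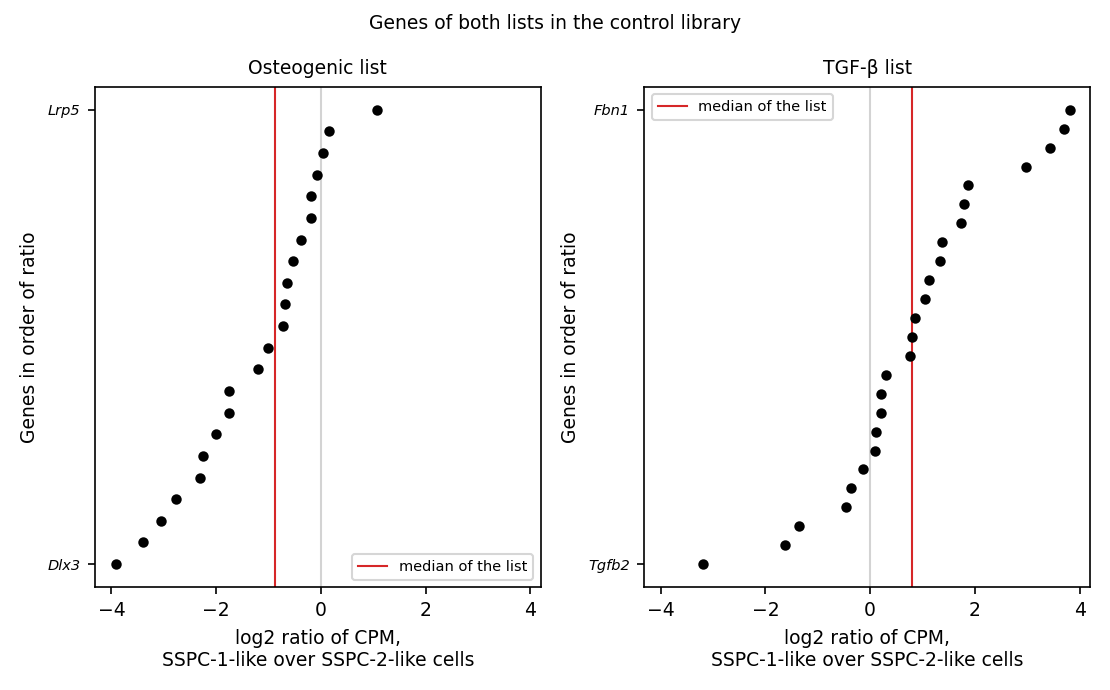
Log2 ratio of CPM of SSPC-1-like over SSPC-2-like cells (horizontal axis) for the genes, in order of their ratio (vertical axis), of the osteogenic list and of the TGF-beta list in the control library. Each point is a gene, the lowest and highest gene of each list are named, and the red line is the median of the list, at -0.87 for the osteogenic list and 0.80 for the TGF-beta list.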

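Cycling cells were counted through *Mki67*, *Top2a*, *Cdk1*, *Cdc20*, *Ccnb1* and *Birc5*, a list fixed beforehand and kept out of the clustering. At least 1 UMI of these genes was found in 18 of 813 SSPC-1-like cells (2.21%, 1.32 to 3.48%) and in 19 of 742 SSPC-2-like cells (2.56%, 1.55 to 3.97%). Thinned, the shares were 0.954% (0.384 to 1.96%) and 1.12% (0.486 to 2.20%), against 2.52% in endothelial-like and 0.806% in pericyte-like cells. No difference in share between SSPC-1-like and SSPC-2-like cells was detectable at this depth. Summed over the list, the level was 6.55 CPM (4.45 to 9.30) in SSPC-1-like and 13.0 CPM (10.1 to 16.5) in SSPC-2-like cells. The removed blood cells had a UMI of the list in 11.8% of cells and a level of 635 CPM.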

We therefore hypothesized that SSPC-2 is the bone-forming P-SSC subset at steady state, but SSPC-1 might represent the resting-state P-SSC subset.

**Fig. 1:**
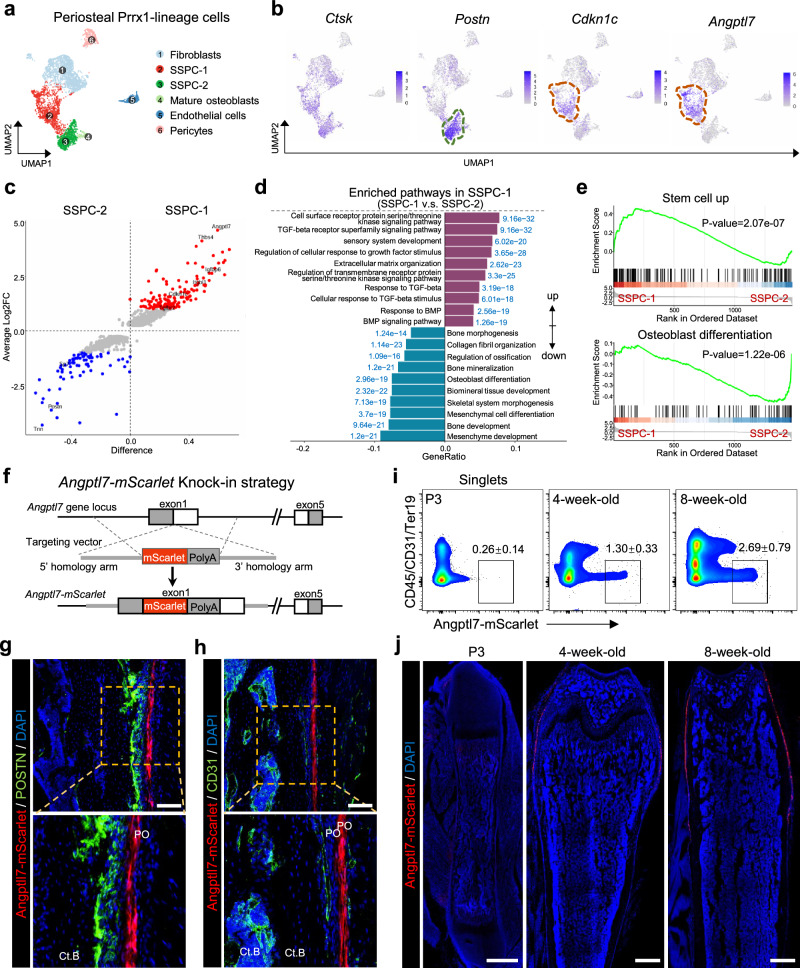
*Angptl7* specifically marks SSPC-1 in the fibrous layer of periosteum. **a** UMAP plots showing the clustering of periosteal Prrx1-Ai9^+^ cells in the scRNA-seq analysis. **b** UMAP plots showing the expression of *Ctsk*, *Postn*, *Cdkn1c*, and *Angptl7*. **c** Mean-Average plots showing the DEGs between SSPC-1 and SSPC-2. Red, highly expressed in SSPC-1; blue, highly expressed in SSPC-2. **d** GO analysis of the DEGs between SSPC-1 and SSPC-2. **e** GSEA analysis showing the enriched gene signature of ‘BOQUEST_STEM_CELL_UP’ in SSPC-1 and ‘GOBP_OSTEOBLAST_DIFFERENTIATION’ in SSPC-2. **f** Schematic diagram of the construction of *Angptl7-mScarlet* mice. **g**, **h** Representative images of femur sections from 8-week-old *Angptl7-mScarlet* mice showing the Angptl7-mScarlet^+^ cells and their relative localization with POSTN (**g**) and CD31 (**h**). Ct.B, cortical bone. PO, periosteum. Scale bar, 100 μm. **i** Representative flow cytometry plots showing the percentage of *Angptl7*-mScarlet^+^ cells in the periosteum of *Angptl7-mScarlet* mice at P3, 4-week-old, and 8-week-old. Data represent mean ± SD. **j** Confocal imaging showing the femur sections from *Angptl7-mScarlet* mice at P3, 4-week-old, and 8-week-old. Scale bar, 500 μm.

SSPC-1 aroused our great interest, and we sought to identify a genetic marker specific to this population. The ideal marker needs to fulfil two key criteria: 1) distinguish SSPC-1 from SSPC-2; 2) exclude bone marrow-derived SSCs (BM-SSCs) to allow for a precise study of P-SSCs. To address this, we first compared the DEGs between P-SSCs and BM-SSCs, by sorting CD45^–^CD31^–^Ter119^–^CD90^–^6C3^–^CD105^–^CD200^+^ SSCs^9^ from periosteum and bone marrow of wild-type mice for bulk RNA sequencing (RNA-seq). We profiled the genes highly expressed in P-SSCs, with limited expression in BM-SSCs. The heatmap showed the 15 candidate genes (Supplementary information, Fig. S1d–f). We then mapped the candidate genes overlaid on the UMAP plots in the scRNA-seq. 

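The candidate genes are those labelled in Fig. S1f, and their CPM was compared over the 6 named populations of the periosteal library. Of the 14 candidates other than *Angptl7*, 6 were highest in pericyte-like, 3 in fibroblast-like, 2 in endothelial-like, 2 in SSPC-1-like and 1 in SSPC-2-like cells. The highest population of *Col9a3*, with 7 UMIs over the 6 populations, and of *Col9a1*, with 31, could not be ranked beyond counting error, with ratios to the next of 1.21 (0.023 to 15.1) and 2.04 (0.496 to 6.33). *Dpt* had 1486 CPM in fibroblast-like cells, but it is a naming marker of that class. *Mfap5* was highest in fibroblast-like cells with 1977 CPM, against 388 CPM in SSPC-1-like cells. *Aoc3* and *Notch3* were highest in pericyte-like cells with 1306 and 1542 CPM, and *Cav1* in endothelial-like cells with 3654 CPM. The pair highest in SSPC-1-like cells were *Cnmd* with 11.4 CPM and *Crispld1* with 105 CPM. Both were far higher in the 20 chondrocyte-like cells, with 1784 CPM of *Cnmd* and 1204 CPM of *Crispld1*, and 6 of the 14 candidates were highest there when all groups were compared. With 500 to 6000 genes per cell, the setting that moved the placing most, 9 of the 14 kept their highest class.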

We found that *Angptl7* is specifically expressed in the SSPC-1 (Fig. 1b). 

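*Angptl7* (ENSMUSG00000028989) lies on chromosome 4 from 148495183 to 148500460 on the minus strand, with 5 exons. The span lies inside *Mtor* on the other strand, and 0 exons of *Mtor* overlap it. The *Angptl7* level in SSPC-1-like cells was 3322 CPM (3271 to 3375), from 15722 UMIs, where *Mtor* had 80 UMIs. In SSPC-2-like cells it was 61.6 CPM (55.1 to 68.7), a log2 ratio of 5.75 (5.59 to 5.92). Fibroblast-like cells came next among the 6 named populations with 275 CPM (264 to 286), so the level in SSPC-1-like cells was 12.1 times theirs (11.6 to 12.6). The level was 145 CPM in endothelial-like, 33.0 CPM in pericyte-like and 32.0 CPM in mature osteoblast-like cells. Outside the named populations, the tendon-led cluster had 12127 CPM, a log2 ratio of 1.87 (1.84 to 1.90) over SSPC-1-like cells. With its cells counted as SSPC-1-like, chosen after seeing the data, the ratio over SSPC-2-like cells moved most, to 6.38.
An *Angptl7* UMI was found in 636 of 813 SSPC-1-like cells (78.2%, 75.2 to 81.0%), or 74.5% (71.2 to 77.6%) after thinning. The share was 86.2% of the tendon-led cluster (84.3% thinned), 29.3% of fibroblast-like cells (18.4% thinned) and 24.0% of SSPC-2-like cells (9.82% thinned). As background, endothelial-like cells had 16.2% (10.1% thinned) and pericyte-like cells 12.5% (8.87% thinned), so the thinned share of SSPC-2-like cells was at the level of free RNA. Of 1576 cells with an *Angptl7* UMI, 40.4% were SSPC-1-like, 29.9% fibroblast-like, 11.5% tendon-led and 11.3% SSPC-2-like. Among the 1101 such cells after thinning, 49.7% were SSPC-1-like, 24.4% fibroblast-like, 14.2% tendon-led and 6.36% SSPC-2-like. Of the *Angptl7* UMIs themselves, SSPC-1-like cells held 46.6%, the tendon-led cluster 44.4% and fibroblast-like cells 7.32%. From the candidate genes mapped onto these cells, the paper states that *Angptl7* belongs to SSPC-1 specifically, and it goes on to examine whether a reporter allele of the gene can trace SSPC-1.

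**Figure D2:**
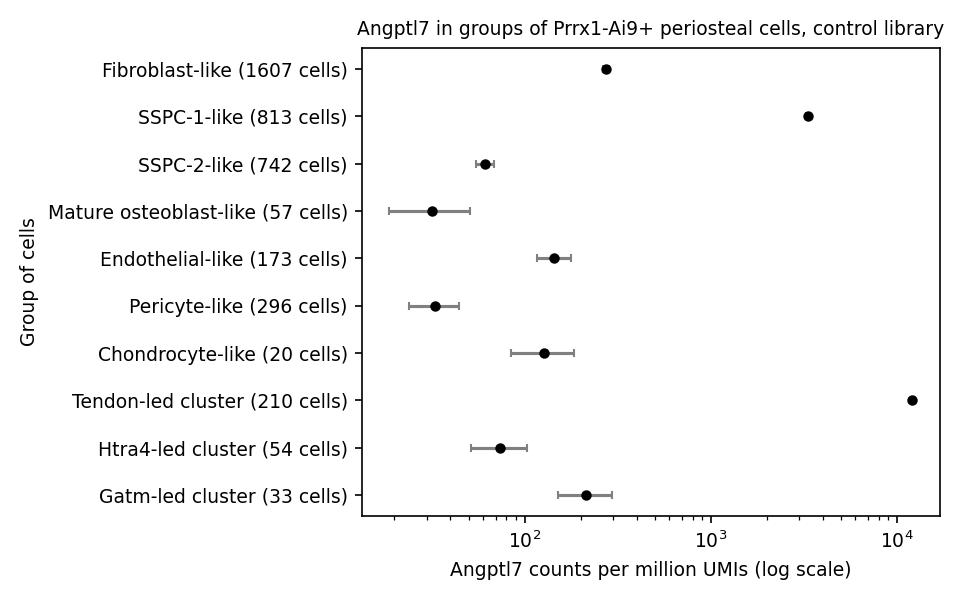
Angptl7 level in CPM (horizontal axis, log scale) in each group of retained cells of the control library (vertical axis, with the number of cells). Points are sums over the cells of a group and bars are exact 95% Poisson intervals, from 32.0 CPM in mature osteoblast-like cells to 3322 CPM in SSPC-1-like cells and 12127 CPM in the tendon-led cluster.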

We also leveraged the published scRNA-seq database of Prrx1-lineage cells from the bone marrow,^21^ in which UMAP plots showed modest expression of *Angptl7* (Supplementary information, Fig. S1g–i). *Angptl7* encodes Angiopoietin-like protein 7, belonging to angiopoietin family, which is usually considered a pro-angiogenic factors. However, other angiopoietin or angiopoietin-like family members show no specific expression in the periosteum or bone marrow (Supplementary information, Fig. S1j, k).

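Over the 6 named populations of the periosteal library, 0 of the other 11 angiopoietin, angiopoietin-like and VEGF genes of Fig. S1j, k had a ratio of the highest to the next population as large as that of *Angptl7*. The nearest was *Angptl2*, with 1100 CPM in SSPC-2-like and 246 CPM in SSPC-1-like cells, a ratio of 4.48 (4.205 to 4.77). *Vegfa* was highest in fibroblast-like cells with 157 CPM, 2.67 times the next population (2.12 to 3.40), and had 237 CPM in the chondrocyte-like cells. *Angptl1* was highest in fibroblast-like cells with 447 CPM, 2.18 times the 205 CPM of SSPC-1-like cells (2.03 to 2.34), and had 794 CPM in the tendon-led cluster. For 7 of the 11 genes the lower bound of the ratio was above 1, among them *Vegfb* (1.66, 1.25 to 2.19), *Angpt1* (1.55, 1.30 to 1.84), *Vegfc* (1.47, 1.05 to 2.02) and *Angpt4* (1.46, 1.08 to 1.95). *Angptl4* and *Angpt2* did not differ between their highest and next populations beyond counting error, with ratios of 1.09 (0.944 to 1.26) and 1.06 (0.725 to 1.53). *Angptl6* had 1 UMI over the 6 populations, too few to rank it. Under a mitochondrial limit of 10%, which moved the ranking most, 9 of the 11 genes had the same highest population. The bone marrow data of these panels were not analysed here.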

To examine whether *Angptl7* is a suitable target gene for establishing genetic models that precisely trace SSPC-1, we generated an *Angptl7-mScarlet* knock-in reporter allele (Fig. 1f). In adult mice, *Angptl7*-expressing cells were specifically located in the periosteum but were absent in the bone marrow, endosteum, and bone cortex (Fig. 1g). *Angptl7*-expressing cells are also rarely detected in the muscle interstitium, but exist in the tendon (Supplementary information, Fig. S1l, m). We observed that Angptl7-mScarlet^+^ cells exhibit a spindle-shaped morphology, specifically localize to the fibrous layers of periosteum, and are spatially distinct from the Periostin (Postn)-labeling cells in the cambium layer (Fig. 1g). Angptl7-mScarlet^+^ cells also showed no immediate spatial association with CD31^+^ blood vessels (Fig. 1h). Interestingly, the spatial distinction between *Angptl7*-expressing cells and Postn-labeling cells corresponds precisely to the SSPC-1 (*Angptl7*^*+*^) and the SSPC-2 (*Postn*^*+*^) identified in the transcriptomic data.

Moreover, our combined confocal imaging and flow cytometry demonstrated a gradual increase of *Angptl7*-mScarlet^+^ cells during bone development (Fig. 1i, j). *Angptl7*-mScarlet^+^ cells are scarce at P3, but increased in 4-week-old and 8-week-old mice, suggesting that *Angptl7* is predominantly expressed in the late postnatal development stage. Taken together, our results suggested that *Angptl7* can serve as an ideal marker to distinguish fibrous-layer SSPC-1 from cambium-layer SSPC-2, as well as cells from BM sources.

### Angptl7-lineage P-SSCs display minimal contribution to postnatal bone development

To systematically fate-map the Angptl7-lineage cells, we next generated an *Angptl7-CreER* genetic mouse model (Fig. 2a), and crossed this with *Rosa26-Ai9* mice and Col1a1*2.3-GFP (hereafter *Col1a1-GFP*, a marker gene for mature osteoblasts) transgenic mice.^36^ Femur sections from 8-week-old *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice without tamoxifen induction displayed no leaky expression of *Ai9* (Supplementary information, Fig. S2a). We then administered tamoxifen to adult mice at 8 weeks of age (Fig. 2b). After 2 days, echoed with the results from *Angptl7-mScarlet* mice, we observed that Angptl7-lineage cells were specifically located in the periosteum, but not in the growth plate, bone marrow, trabecular bone, cortical bone and endosteum, which were also uniformly Col1a1-GFP^–^ at this time (Fig. 2c). Flow cytometry showed that about 55.73% ± 1.89% CD45^–^CD31^–^Ter119^–^CD90^–^6C3^–^CD105^–^CD200^+^ P-SSCs are marked by Angptl7-Ai9^*+*^ (Supplementary information, Fig. S2b). Immunofluorescence further indicated that Angptl7-lineage cells are present in the fibrous layer of the periosteum, but not co-localized with POSTN, Osterix (OSX) or CD31 (Supplementary information, Fig. S2c–e). After 8 weeks, the Angptl7-Ai9^+^ cells, surprisingly, remained in the periosteum and did not give rise to Col1a1-GFP^+^ osteocytes in the trabecular bone or cortical bone (Fig. 2d). Flow cytometry also confirmed no Angptl7-Ai9^+^ cells in the bone marrow, and rare Angptl7-Ai9^+^Col1a1-GFP^+^ cells in the periosteum at 8 weeks after tamoxifen induction (Fig. 2e, f).

**Fig. 2:**
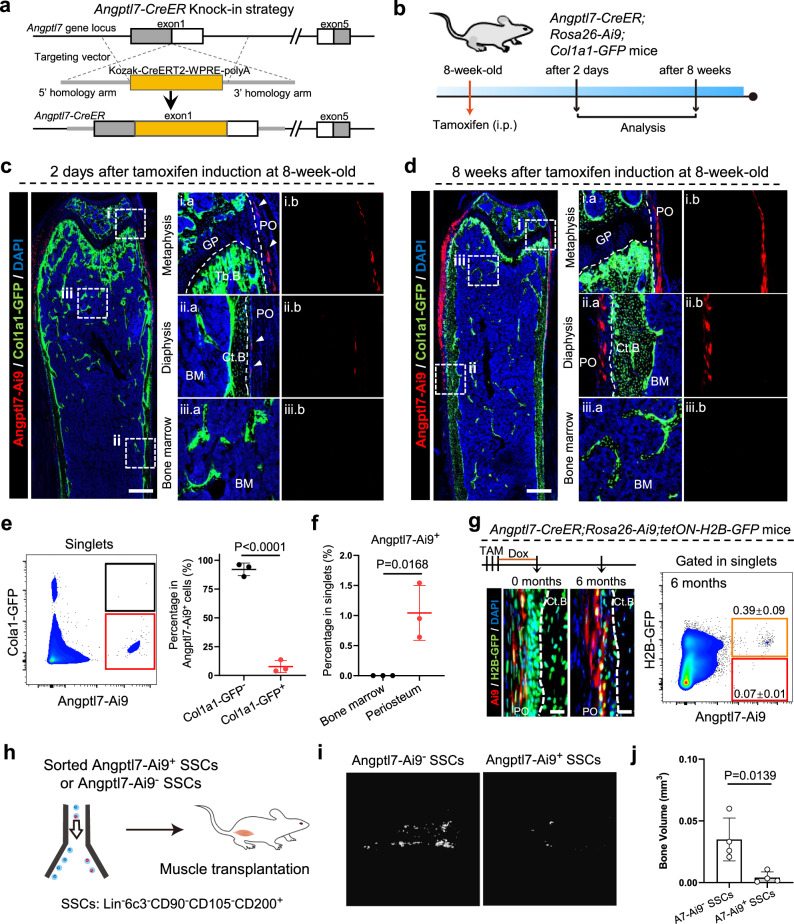
Angptl7-lineage P-SSCs are quiescent and display minimal steady-state osteogenic capacity. **a** Schematic diagram of the construction of *Angptl7-CreER* mice. **b** The diagram of tamoxifen induction strategy. **c**, **d** Confocal imaging of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice at 2 days (**c**) and 8 weeks (**d**) after tamoxifen treatment at 8-week-old. The indicated region is magnified on the right. GP growth plate, BM bone marrow. White arrowheads indicate the Ai9^+^ cells. Scale bar, 500 μm. **e** Representative FCM plots (left) and quantification (right) of the Col1a1-GFP^+^Angptl7-Ai9^+^ cells and Col1a1-GFP^-^Angptl7-Ai9^+^ in the periosteum from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice at 8 weeks after tamoxifen treatment at 8-week-old. Data represent mean ± SD. Two-tailed unpaired *t*-test was used. *n* = 3 mice per condition. **f** Quantification of the Angptl7-Ai9^+^ cells in the periosteum and bone marrow from *Angptl7-CreER;Rosa26-Ai9* mice at 8 weeks after tamoxifen treatment at 8-week-old. Data represent mean ± SD. Two-tailed unpaired *t*-test was used. *n* = 3 mice per condition. **g** Left, representative images of femur sections from *Angptl7-CreER;Rosa26-Ai9;Rosa26-rtTA;TetO-H2B-GFP* mice showing the expression of H2B-GFP in Angptl7-Ai9^+^ cells (label-retaining cells) at 0-month and 6-month after doxycycline treatment. Mice were treated with tamoxifen at 8-week-old, followed by 1-week interval before doxycycline treatment. Scale bar, 10 μm. Right, representative FCM plots and quantification of H2B-GFP^+^Angptl7-Ai9^+^ and H2B-GFP^–^Angptl7-Ai9^+^ cells after a 6-month chase. Data represent mean ± SD. *n* = 3 mice per condition. **h**–**j** Schematic diagram showing the experimental design for transplantation of Angptl7-Ai9^+^ and Angptl7-Ai9^–^CD45^–^CD31^–^Ter119^–^CD90^–^6C3^–^CD105^–^CD200^+^ SSCs (**h**). μCT re-construction (**i**) and quantification (**j**) of the bone organoids at 8 weeks after transplantation are shown. Data represent mean ± SD. Two-tailed unpaired *t*-test was used. *n* = 4 mice per condition.

SSCs are conventionally considered crucial for bone maintenance, whereas Angptl7-lineage cells display minimal steady-state osteogenic differentiation, prompting us to further interrogate the stemness of these cells. In vitro colony-forming unit assays demonstrated the robust clonogenic capacity of Angptl7-lineage cells, which also exhibit the ability of tri-lineage differentiation under the differentiation induction medium (Supplementary information, Fig. S2f, g). Furthermore, ‘Tet-on’ (*Rosa26-rtTA;TetO-H2B-GFP*) pulse-chase system revealed preferential label retention of Angptl7-Ai9^+^ cells after a six-month chase period, suggesting a quiescent state of Angptl7-lineage cells (Fig. 2g). These results preliminarily indicate Angptl7-lineage cells fulfil SSCs criteria. We next compared the osteogenic capacity of Angptl7-Ai9^+^ and Angptl7-Ai9^–^CD45^–^CD31^–^Ter119^–^CD90^–^6C3^–^CD105^–^CD200^+^P-SSCs by transplantation assays.^37^ Surprisingly, μCT reconstruction showed that only Angptl7-Ai9^–^ SSCs can form obvious bone architectures, but Angptl7-Ai9^+^ SSCs cannot (Fig. 2h–j). Therefore, our results suggest that *Angptl7* distinguishes a sub-population of P-SSCs with minimal at-steady-state osteogenic ability.

We also fate-mapped Angptl7-lineage cells during postnatal bone development by administering tamoxifen to mice at postnatal day 1 (P1). At P3, Angptl7-lineage cells were observed in the periosteum, but not in the growth plate, trabecular bone, bone marrow, cortical bone or muscle. After 8 weeks, Angptl7-lineage cells were still highly restricted in the periosteum, and rarely gave rise to Col1a1-GFP^+^ osteocytes in the trabecular bone or cortical bone (Supplementary information, Fig. S3a–c). These results were confirmed after tamoxifen induction at 4-weeks of age (Supplementary information, Fig. S3d–f), indicating that Angptl7-lineage cells do not directly participate in early postnatal bone development either. Together, these results support the periosteum-specific residence of Angptl7-lineage P-SSCs, which are quiescent and do not participate in bone formation at steady state.

### Angptl7-lineage P-SSCs choreograph endochondral ossification after fracture

Given the limited participation of Angptl7-lineage P-SSCs in steady-state bone formation, we wondered whether these cells mediate bone fracture repair. To this end, we administered tamoxifen to 8-week-old *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice, followed by middle femoral shaft fracture after a 1-week interval, and analyzed a time course post injury (Fig. 3a). 7 days post fracture (7 dpf), the injury sites were still in the stage of being covered by the cartilaginous callus (Fig. 3b). Angptl7-lineage cells were highly expanded at this time, and contributed to COL2A1^+^ (Col2^+^) chondrocytes formation. However, Col1a1-GFP^+^ osteoblasts/osteocytes were generally not derived from Angptl7-lineage cells at this time (Fig. 3c). 14 days post fracture (14 dpf), Angptl7-lineage cells contributed a lot to the formation of hyaline cartilage intermediate connecting the broken bones (Fig. 3d, e). Interestingly, similar to the columnar chondrocytes in the growth plate, Angptl7-lineage cells in the endochondral ossification region also formed Ai9^+^Col2^+^ columnar chondrocytes, which gradually transformed into Col1a1-GFP^+^ osteoblasts and ossified bones. 28 days post fracture (28 dpf), the cartilaginous callus completely transformed into ossified bone filled with regenerated bone marrow (Fig. 3f). The regenerated bone cortex connecting the fractured bone ends was mostly derived from Angptl7-Ai9^+^ cells, but the bone cortex distant from the fracture site remained Ai9^–^ (Fig. 3g). Flow cytometry analysis of the enzymatically digested uninjured bones or callus from different time points showed the consistent results with immunofluorescence. There were few Angptl7-Ai9^+^Col1a1-GFP^+^ double-positive cells in uninjured bone (0.01% ± 0.00%) and at 7 dpf (1.89% ± 0.17%). The proportion of Angptl7-Ai9^+^Col1a1-GFP^+^ cells gradually increased with the progress of endochondral ossification at 14 dpf (5.78% ± 0.55%) and at 28 dpf (37.53% ± 2.74%) (Fig. 3h).

**Fig. 3:**
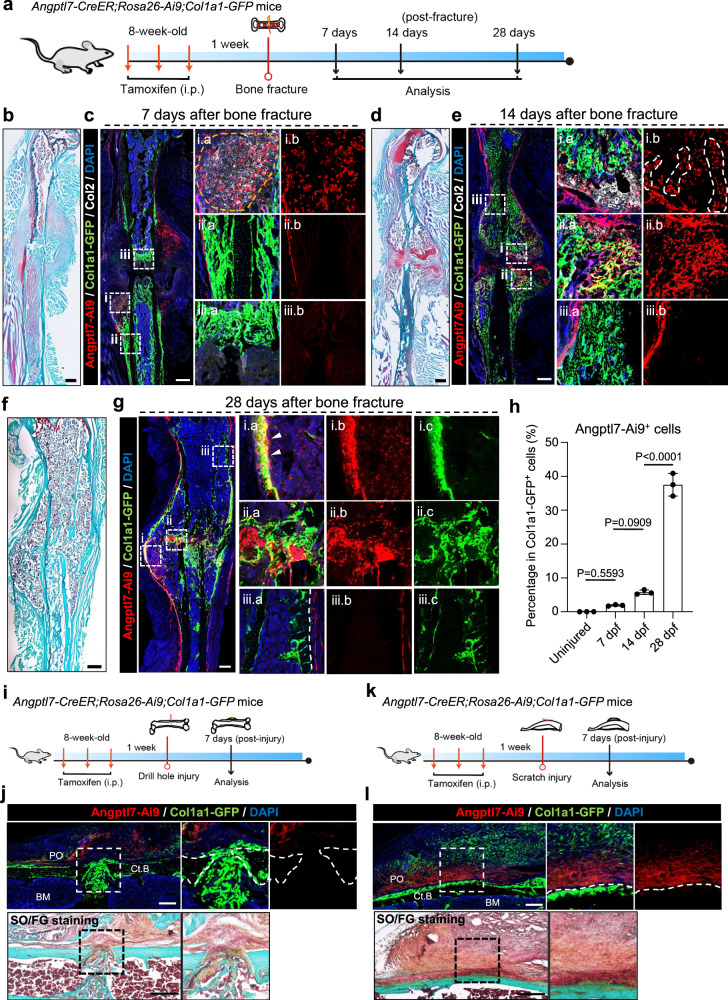
Angptl7*-*lineage P-SSCs largely contribute to bone fracture repair by mediating endochondral ossification. **a** Schematic diagram showing the experimental design for bone fracture assays of *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice. **b**, **c** Safranin O/fast green (SO/FG) staining (**b**) and confocal imaging (**c**) of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice at 7 days (7 dpf) after fracture. High-magnification views showing on the right. Dashed line indicated the endochondral ossification region. Scale bar, 500 μm. **d**, **e** SO/FG staining (**d**) and confocal imaging (**e**) of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice at 14 days (14 dpf) after femur fracture. High-magnification views (right) showing the endochondral ossification region. Scale bar, 500 μm. **f**, **g** SO/FG staining (**f**) and confocal imaging (**g**) of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice at 28 days after fracture. High-magnification views (right) showing the regenerated region. White arrowheads indicate the regenerated cortex. Scale bar, 500 μm. **h** FCM analysis and quantification of the percentages of Col1a1-GFP^+^ osteoblasts that were Angptl7-Ai9^+^ in uninjured periosteum and in callus at day7, day14 and day28 after fracture. Data represent mean ± SD. one-way ANOVA followed by Tukey’s test. *n* = 3 mice per condition. **i** Schematic diagram of the experimental design for bone drill-hole injury. **j** Confocal imaging (top) and SO/FG staining (bottom) of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice at day 7 after injury. Scale bar, 250 μm. **k** Schematic diagram of the experimental design for periosteum scratch injury. **l** Confocal imaging (top) and SO/FG staining (bottom) of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice at day 7 after injury. Scale bar, 250 μm.

To further determine whether Angptl7-lineage cells are only involved in endochondral ossification, we also conducted a cortical bone defect and periosteum scratch injury model, which is repaired by intramembranous ossification and endochondral ossification respectively.^38^ In the bone defect model, the Angptl7-lineage cells were highly expanded outside the injury site, but did not give rise to Col1a1-GFP^+^ new bone formation (Fig. 3i, j), suggesting primary contribution from bone marrow stromal cells^39^ or cambium-layer SSPC-2 on this micro-injury. In the periosteum scratch model, Angptl7-lineage cells highly proliferate in the injury site and generate a cartilaginous callus, but these cells rarely contribute to Col1a1-GFP^+^ osteoblasts or fibroblasts (Fig. 3k, l).

Our previous study found that fibrous periosteum mediates endochondral ossification during bone regeneration by using a dual Cre/Dre recombinases-based tracing system (*Pdgfra-CreER;Osx-Dre;ZT1* mice), in which the fibrous layer of the periosteum could be labelled by ZsGreen.^40^ We re-clustered the ZsGreen^+^ cells in the scRNA-seq data of the periosteum from *Pdgfra-CreER;Osx-Dre;ZT1* mice. Interestingly, the ZsGreen^+^ fibrous-layer periosteal cells indeed have heterogeneous cell composition. Among these, *Angptl7* expression was obviously distinguished from the expression of *CD34* which we used to represent the fibrous-layer periosteal cells (Supplementary information, Fig. S4a, b). We next compared the DEGs between Angptl7^+^ cells and CD34^+^ cells (Supplementary information, Fig. S4c). We found that Angptl7^+^ cells enriched genes that are associated with ‘bone development’, ‘cartilage development’, ‘response to transforming growing factor beta pathways’, suggesting that Angptl7^+^ cells exhibit stronger skeletal lineage characteristics compared to CD34^+^ cells. Accordingly, CD34^+^ cell-enriched genes were associated with ‘actin filament organization’ and ‘extracellular structure organization’ (Supplementary information, Fig. S4d, e). 

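*Cd34* (ENSMUSG00000016494) lies on chromosome 1 from 194938819 to 194961279 on the plus strand and overlaps the antisense gene *Gm16897*. In the periosteal control library, its level was 2384 CPM (2352 to 2416) in fibroblast-like cells, 182 CPM (170 to 195) in SSPC-1-like cells and 18.5 CPM (15.0 to 22.5) in SSPC-2-like cells. The log2 ratio of fibroblast-like cells over SSPC-1-like and SSPC-2-like cells together was 4.64 (4.55 to 4.73). *Cd34* was not among the genes that built or named the clusters. A *Cd34* UMI was found in 97.5% of fibroblast-like cells, 38.9% of SSPC-1-like cells and 11.5% of SSPC-2-like cells, and in 96.0%, 26.3% and 4.77% after thinning. Endothelial-like cells, which express *Cd34* themselves, had 983 CPM (908 to 1062) and a share of 73.4%. Pericyte-like cells gave the background, with 27.6 CPM and a share of 9.46%, or 3.63% after thinning. The share in SSPC-1-like cells was above this background, and that in SSPC-2-like cells was near it. The tendon-led cluster had a log2 ratio of -0.06 (-0.28 to 0.16) over SSPC-1-like cells.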

We also revisited the scRNA-seq data of periosteal Prrx1-lineage cells, in which *CD34* is highly expressed in fibroblasts instead of SSPCs (Supplementary information, Fig. S4f). Utilizing *CD34-CreER;Rosa26-Ai9* mice, we found that CD34-Ai9^+^ cells are present in the periosteum, bone marrow and muscle at steady-state (Supplementary information, Fig. S4g). Despite the high proliferation of CD34-Ai9^+^ cells in the soft callus at 7 dpf, they modestly gave rise to Col2^+^ chondrocytes and OPN^+^ osteocytes (Supplementary information, Fig. S4h), further suggesting the substantial intrinsic cellular difference between CD34-lineage fibroblasts and Angptl7-lineage P-SSCs.

### Depletion or dysfunction of Angptl7-lineage P-SSCs disrupts fracture repair

To verify whether Angptl7-lineage P-SSCs are a major contributor mediating in fracture repair, we crossed *Angptl7-CreER* mice with *Rosa26-DTA* mice,^41^ in which Angptl7-lineage cells could be ablated by expression of the intracellular A subunit of diphtheria toxin after tamoxifen induction (Fig. 4a, b). Phenotypically, X-ray analysis showed impaired fracture healing in *Angptl7-CreER;Rosa26-DTA* mice. In the control group, the hard callus had already begun to form at 14 dpf and transformed into a normal bone cortex at 28 dpf, but the fractured bones did not achieve union in *Angptl7-CreER;Rosa26-DTA* mice (Fig. 4c), which was further illustrated by μCT analysis (Fig. 4d, e). Collectively, these findings indicate that Angptl7-lineage P-SSCs are indispensable for fracture repair by mediating endochondral ossification.

**Fig. 4:**
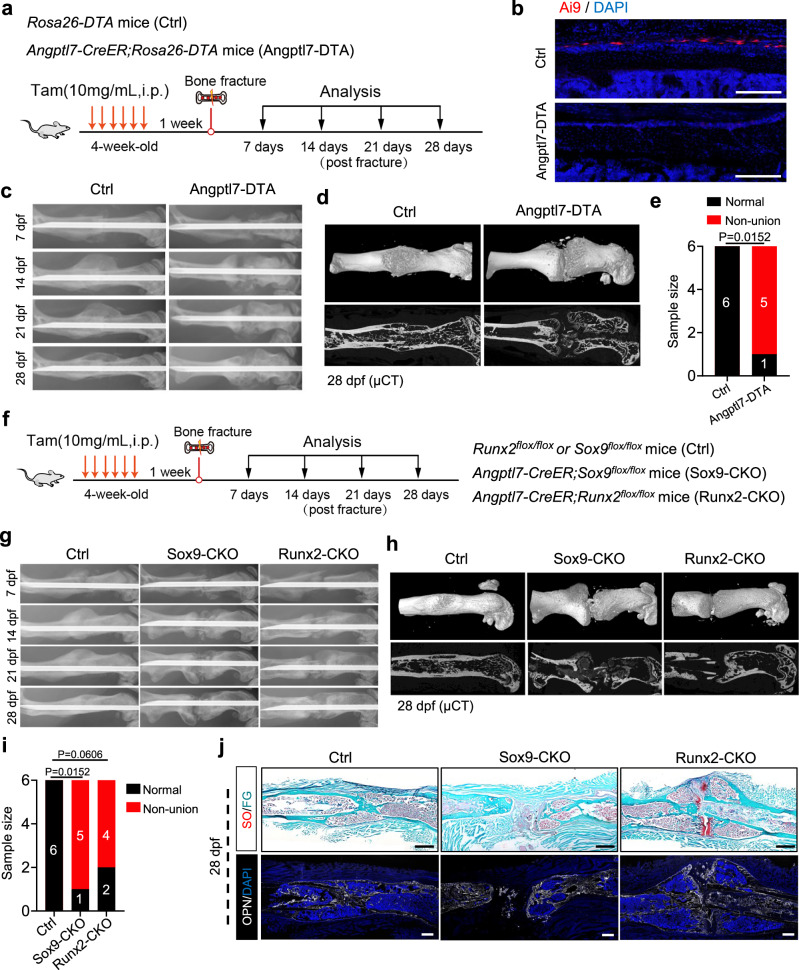
Depletion or dysfunction of Angptl7-lineage P-SSCs disrupts bone fracture repair. **a** Schematic diagram of the experimental design for bone fracture of *Angptl7-CreER;Rosa26-DTA* (Angptl7-DTA) and *Rosa26-DTA* (Ctrl) mice. **b** Confocal imaging of femur sections from *Angptl7-CreER;Rosa26-Ai9;Rosa26-DTA* and *Angptl7-CreER;Rosa26-Ai9* mice showing the depletion of Angptl7-Ai9^+^ cells. Scale bar, 250 μm. **c** Temporal radiographic analysis of the fractured femurs in *Angptl7-CreER;Rosa26-DTA* and *Rosa26-DTA* mice. **d** μCT analysis of the fractured femurs in *Angptl7-CreER;Rosa26-DTA* and *Rosa26-DTA* mice at day28 after fracture. **e** Quantification of the union and non-union femurs after fracture. *n* = 6 mice per condition. Fisher’s exact test was used. **f** Schematic diagram showing the experimental design for bone fracture assays of *Angptl7-CreER;Runx2*^*flox/flox*^ (Runx2-CKO), *Angptl7-CreER;Sox9*^*flox/flox*^ (Sox9-CKO) and *Runx2*^*flox/flox*^ *or Sox9* ^*flox/flox*^ (control). **g** Temporal radiographic analysis of the fractured femurs in Runx2-CKO, Sox9-CKO and control mice. **h** μCT analysis of the fractured femurs from Runx2-CKO, Sox9-CKO and control mice at 28 dpf. **i** Quantification of the union and non-union femurs after fracture. *n* = 6 mice per condition. Fisher’s exact test was used. **j** SO/FG staining (top) and OPN immunostaining (bottom) of femur sections from Runx2-CKO, Sox9-CKO and control mice at 28 dpf. Scale bar, 500 μm.

Given the important role of *Sox9* and *Runx2* during endochondral ossification process, we thus examined the functional importance of Angptl7-lineage cells by *Angptl7-CreER;Sox9*^*flox/flox*^ (Sox9-CKO) and *Angptl7-CreER;Runx2*^*flox/flox*^ (Runx2-CKO) conditional knock-out mice (Fig. 4f). Immunostaining confirmed the depletion efficiency of *Sox9* and *Runx2* in Angptl7-lineage cells (Supplementary information, Fig. S5a, b). X-ray imaging indicated impaired bone healing in both Sox9-CKO and Runx2-CKO mice (Fig. 4g). At 28 dpf, in most cases, the fractured bones did not achieve union in Sox9-CKO and Runx2-CKO mice (Fig. 4h, i). Besides, in Sox9-CKO mice, cartilaginous callus formation was impaired, and the fractured bones were still connected by only a fibrous callus at 28 dpf, implying that Angptl7-lineage P-SSCs display a defect in transforming into chondrocytes. However, in Runx2-CKO mice, the fractured bones were connected by cartilaginous tissue and finally lead to the formation of pseudarthrosis, mimicking clinical non-union phenotypes (Fig. 4j). Of note, inconsistent with reduced bone formation in *Ctsk-Cre;Osx*^*flox/flox*^ mice,^22^ dysfunction of Angptl7-lineage cells showed no decreased bone mass without injury, further suggesting that *Angptl7* marks a unique subset of Ctsk-lineage P-SSCs with minimal steady-state osteogenic capacity (Supplementary information, Fig. S5c–i). Together, these results indicated that the involvement and normal function of Angptl7-lineage P-SSCs are essential for bone fracture repair.

### Angptl7-lineage P-SSCs possess the capacity to orchestrate the complete regeneration of bone architecture

Previous studies about SSCs in fracture repair mainly focus on the early stage, but usually ignore longer-term outcomes. Thus, we fate-mapped the Angptl7-lineage P-SSCs until 14 weeks after fracture (14 wpf), when the injured bones had healed with a relatively normal bone morphology (Fig. 5a). We found that Angptl7-Ai9^+^ cells are major contributors to the regenerated cortical bone. However, the Angptl7-lineage cells in the distant region were still restricted to the periosteum and did not give rise to cortical bone formation (Fig. 5b, c). Notably, Angptl7-lineage cells repopulated both fibrous-layer and cambium-layer periosteum, and contributed to Col1a1-GFP^+^ endosteum in the injured region (Fig. 5b, d).

**Fig. 5:**
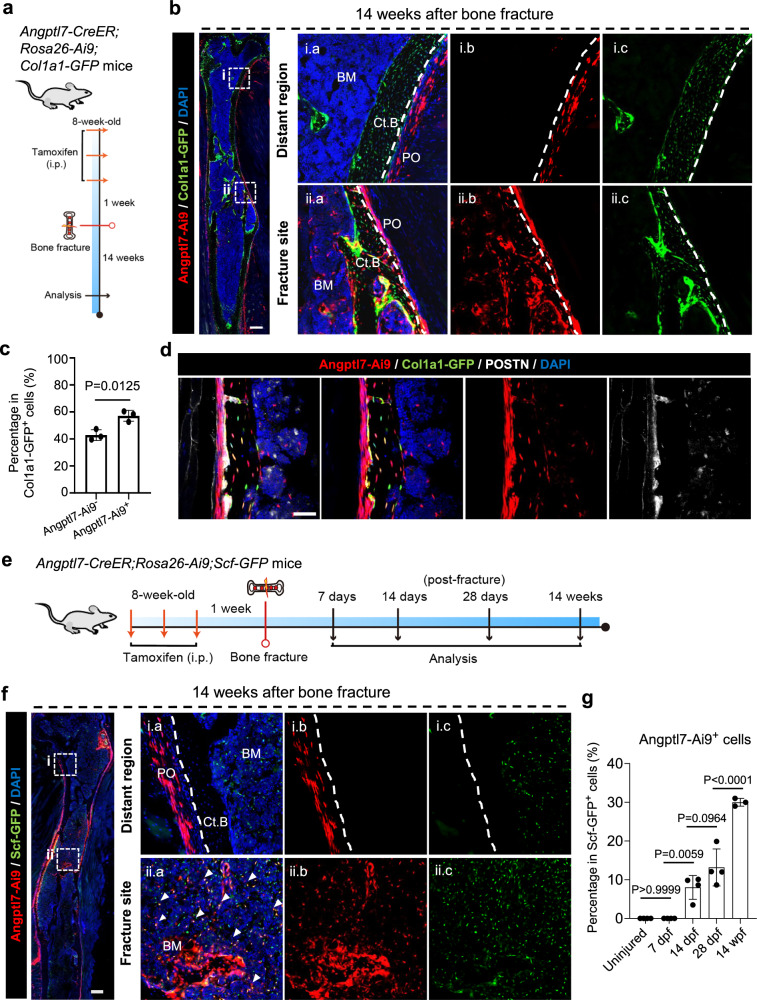
Angptl7-lineage cells can regenerate the entire bone architecture after fracture. **a** Schematic diagram of the experimental design. **b**, **c** Confocal imaging (**b**) and quantification (**c**) of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice at 14 weeks after femur fracture. High magnification views showing the distant region (i) and adjacent region (ii) from the fracture site. Scale bar, 500 μm. **d** Confocal imaging of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice at 14 weeks after fracture showing the co-localization of Angptl7-Ai9^+^ cells with POSTN. Scale bar, 50 μm. **e** Schematic diagram of the experimental design. **f** Confocal imaging of femur sections from *Angptl7-CreER;Rosa26-Ai9;Scf-GFP* mice at 14 weeks after fracture. High-magnification views showing the distant region (i) and adjacent region (ii) from the fracture site. White arrowheads indicate the Angptl7-Ai9^+^Scf-GFP^+^ cells. Scale bar, 500 μm. **g** Flow cytometry analysis of uninjured periosteum, callus or healed bone from *Angptl7-CreER;Rosa26-Ai9;Scf-GFP* showing the contribution of Angptl7-lineage cells to Scf-GFP^+^ reticular cells at 7 dpf, 14 dpf, 28 dpf and 14 wpf. Data represent mean ± SD. One-way ANOVA followed by Tukey’s test was used. *n* ≥ 3 mice per condition.

Moreover, we noticed that Angptl7-lineage cells can invade into bone marrow and repopulate the bone marrow stroma in injured region (Fig. 5b, d). To demonstrate whether Angptl7-lineage P-SSCs contribute to bone marrow regeneration, we crossed *Scf-*GFP reporter mice (Stem cell factor, which is strongly expressed by bone marrow reticular cells and is required for the maintenance of HSPCs^42,43^) with *Angptl7-CreER;Rosa26-Ai9* mice, and followed middle femoral shaft fracture after 1 week interval of tamoxifen treatment (Fig. 5e). 14 weeks after fracture, Angptl7-lineage cells gave rise to Scf-GFP^+^ reticular cells, but these Angptl7-Ai9^+^Scf-GFP^+^ cells mainly restricted in the injury site (Fig. 5f). Flow cytometry showed rare Angptl7-Ai9^+^Scf-GFP^+^ cells in the uninjured bone and in the callus at 7 dpf. Similar to the Angptl7-Ai9^+^Col1a1-GFP^+^ cells, the Angptl7-Ai9^+^Scf-GFP^+^ stromal cells also obviously increased at 14 dpf, and continue increased at 28 dpf and 14 wpf (Fig. 5g). Together, these findings indicate that Angptl7-lineage cells are integral to the comprehensive regeneration of bone architecture following fracture.

### Bone fracture alters the plasticity of Angptl7-lineage P-SSCs

To parallelly demonstrate the plasticity of Angptl7-lineage P-SSCs, we mapped their transcriptional changes before and after injury by scRNA-seq (Fig. 6a). Overall, we captured 29,603 cells that were divided into 5 clusters by *t*-distributed Stochastic Neighbor Embedding (*t*-SNE) plots, in which we identified ‘Chondrocytes’ (*Col2a1*^+^*Acan*^+^*Sox9*^+^), ‘Endothelial cells’ (*Cdh5*^+^*Pecam1*^+^), ‘Pericytes’ (*Mylk*^+^*Acta2*^+^) clusters. ‘Angptl7-lineage P-SSCs’ were identified by their expression of *Angptl7, Prrx1 and Ctsk*. We also identified a population that highly expressed genes related to cell cycle (*Cdk1*), chemokine (*Cxcl5*) and tissue remodeling (*Tnc*, *Tnn*), which were usually up-regulated in activated cells that response to tissue injury,^44^ and we thus defined it as ‘Injury-responsive cells’ (Fig. 6b, c; Supplementary information, Fig. S6a–c). Furthermore, cells clustered by the samples from different timepoints exhibited a consistent gene expression dynamics (Supplementary information, Fig. S6d). Angptl7-lineage P-SSCs were mainly composed of cells from the uninjured group, the injury-responsive cells were mainly composed of cells from 3 dpf and 7 dpf, and the chondrocytes were almost composed of cells from 7 dpf, corresponding with the fate-mapping results that Angptl7-lineage P-SSCs only give rise to endochondral ossification after injury without participation in bone formation at steady state (Fig. 6d; Supplementary information, Fig. S6e). Pseudotime analysis also indicated a trend from Angptl7-lineage P-SSCs to injury-responsive cells and chondrocytes, corresponding to the time course of the samples (Fig. 6e).

**Fig. 6:**
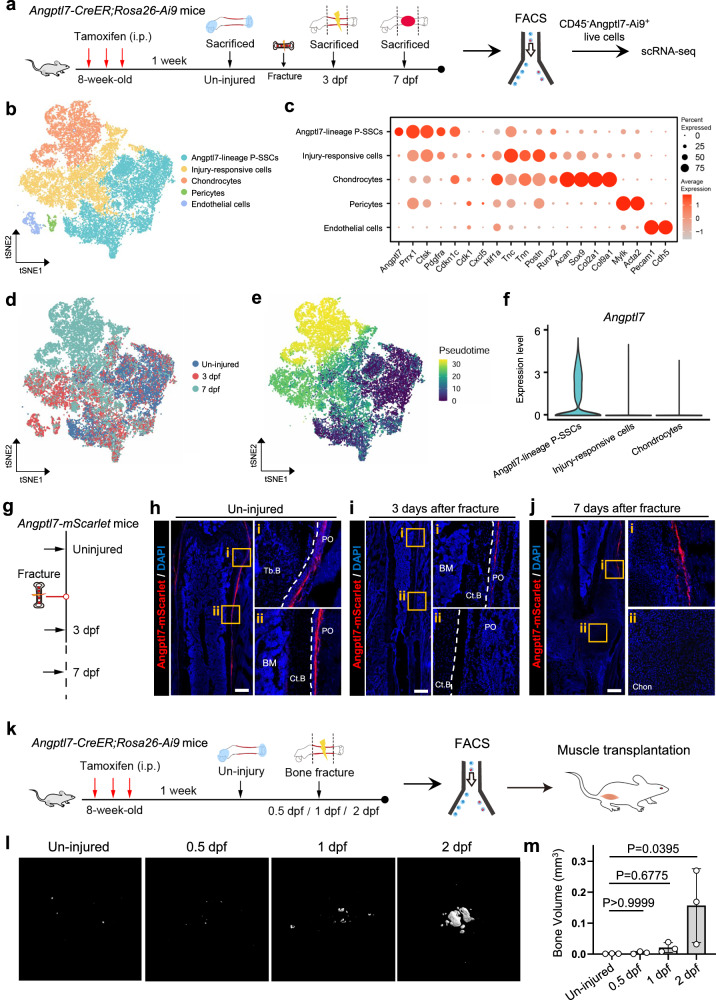
Angptl7-lineage P-SSCs immediately response to bone injury and obtain osteogenic capacity. **a** Schematic diagram of the experimental design for scRNA-seq of Angptl7-lineage cells during bone fracture. **b** *t*-SNE plots visualizing the clustering of total Angptl7-lineage cells from the uninjured femurs, the injured femurs at 3 dpf, and the callus at 7 dpf. **c** Dotplots showing the marker genes for indicated cell populations. **d** *t*-SNE plots colored by samples showing the Angptl7-lineage cells from the uninjured femurs, the injured femurs at 3 dpf, and the callus at 7 dpf. **e** Pseudotime analysis revealing the differentiation trajectories from Angptl7-lineage P-SSCs toward injury-responsive cells and chondrocytes. **f** Violin plots showing the dynamic expression of *Angptl7* across clusters. **g** Schematic diagram showing the experimental design for bone fracture assays of *Angptl7-mScarlet* mice. **h** Confocal imaging of the femur sections showing the Angptl7-mScarlet labelled cells in the uninjured femur. High-magnification views on the right. Scarle bar, 500 μm. **i** Confocal imaging of the femur sections showing the Angptl7-mScarlet labelled cells at 3 dpf. High-magnification views showing the uninjured region (i) and injured region (ii) on the right. Scarle bar, 500 μm. **j** Confocal imaging of the femur sections showing the Angptl7-mScarlet labelled cells at 7 dpf. High-magnification views showing regenerated periosteum (i) and soft callus (ii) on the right. Scarle bar, 500 μm. **k** Schematic diagram of the experimental design for transplantation assays of Angptl7-lineage cells. **l**, **m** μCT re-construction (**l**) and quantification (**m**) of the ossified bone formed by Angptl7-lineage cells from uninjured periosteum and callus at 0.5 dpf/1 dpf/2 dpf at 8 weeks after transplantation. Data represent mean ± SD. Kruskal–Wallis followed by Dunn’s test was used. *n* = 3 mice per condition.

Interestingly, we noticed that the expression of *Angptl7* was dramatically decreased upon injury (Fig. 6f). To verify the dynamic expression of *Angptl7* in vivo, we conducted a femoral midshaft fracture on *Angptl7-mScarlet* mice (Fig. 6g). In the uninjured femurs, *Angptl7-mScarlet* labelled cells were specifically located in the periosteum. However, the expression of *Angptl7-mScarlet* near injury sites suddenly disappeared at 3 dpf, and was still absent in the soft callus at 7 dpf (Fig. 6h–j), suggesting that *Angptl7* is immediately down-regulated in activating cells, and only by genetic lineage-tracing models can fate-map these quiescent P-SSCs subset during fracture repair.

The drastically changed transcriptome of Angptl7-lineage cells suggested their altered plasticity after injury. Therefore, we examined the osteogenic activity of Angptl7-lineage cells from the uninjured periosteum or the injured femurs at 0.5 dpf, 1 dpf and 2 dpf by transplantation assays (Fig. 6k). 8 weeks after transplantation, μCT analysis showed that the Angptl7-lineage cells from the uninjured periosteum were unable to form overt bony tissue (Fig. 6l, m), consistent with the results of Angptl7-Ai9^+^ P-SSCs (Fig. 2h–j). However, Angptl7-lineage cells acquired enhanced osteogenic capacity as early as 1 day after injury, and Angptl7-lineage cells from 2 dpf injured femurs formed more overt bony structure (Fig. 6l, m). The simultaneous transcriptional analysis and transplantation assays further support that Angptl7-lineage P-SSCs only undergo osteogenic commitment after a response to injury.

### Inflammatory signals activate Angptl7-lineage P-SSCs after fracture

Given the rapid response to injury of Angptl7-lineage P-SSCs, we next aimed to explore the mechanism underlying the activation of these cells. We first sorted Angptl7-lineage cells from uninjured periosteum and injured femurs at 2 dpf for RNA-seq (Fig. 7a). Specifically, Angptl7-lineage cells at 2 dpf up-regulated the expression of cell proliferation-related genes (*MKi67, Cdk1, Cdc20*), chemokines (*Cxcl5* and *PF4*) and metabolism-related genes (*Pgk1*, *Pkm*), but down-regulated the *Cdkn1c* and *Angptl7* (Fig. 7b, c). Given the significantly up-regulated expression of *Cxcl5* after fracture, we hypothesized that *Cxcl5* might function as an indicator for the activated Angptl7-lineage cells. We thus generated the *Cxcl5-EGFP* knock-in mice and crossed this with *Angptl7-CreER;Rosa26-Ai9* mice (Fig. 7d). Interestingly, no Angptl7-lineage cells expressed Cxcl5-EGFP in the uninjured femurs. However, at 2 dpf, Angptl7-lineage cells began to express Cxcl5-EGFP, suggesting the injury-specific expression of Cxcl5 (Fig. 7e, f).

**Fig. 7:**
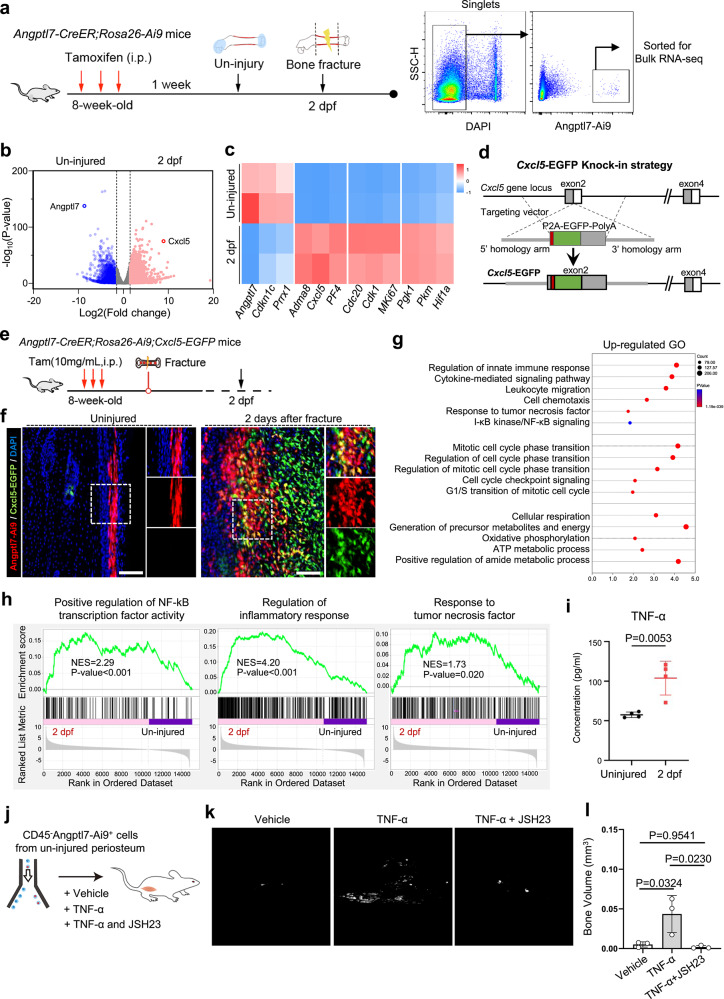
Inflammatory signals trigger the activation of Angptl7-lineage P-SSCs via NF-κB signaling pathway. **a** Schematic diagram of the experimental design for bulk RNA-seq of Angptl7-lineage cells before and after bone fracture. **b** Volcano plots showing the DEGs in the bulk RNA-seq for Angptl7-lineage cells from the uninjured femurs and fractured femurs at 2 dpf. Red, high expressed at 2 dpf; blue, high expressed in uninjured group. **c** Heatmap of the DEGs between Angptl7-lineage cells from the fractured femurs at 2 dpf and the uninjured femurs. Red, high expression; blue, low expression. **d** Construction strategy of *Cxcl5-EGFP* knock-in mice. **e** Schematic diagram of the experimental design for the bone fracture of *Angptl7-CreER;Rosa26-Ai9;Cxcl5-EGFP* mice. **f** Confocal imaging of the femur sections from *Angptl7-CreER;Rosa26-Ai9;Cxcl5-EGFP* mice showing the Angptl7-Ai9^+^ cells and Cxcl5-GFP^+^ cells in the uninjured femur (left) and the injured femur (right) at 2 dpf. Scale bar, 100 μm. **g** GO analysis of the upregulated DEGs in the Angptl7-lineage cells from the injured femurs at 2 dpf. **h** GSEA analysis showing the enriched gene signature in Angptl7-lineage cells from the uninjured femurs and fractured femurs at 2 dpf. **i** Quantification of the concentration of TNF-α in the uninjured femurs and injured femurs at 2 dpf, detected by the electrochemiluminescence assay. Data represent mean ± SD. Two-tailed unpaired *t*-test was used. *n* = 4 mice per condition. **j–l** Schematic diagram of the experimental design (**j**), μCT re-construction (**k**) and quantification (**l**) of the ossified bone formed by Angptl7-lineage cells at 8 weeks after transplantation with vehicle, TNF-α (20 ng/mL) and TNF-α (20 ng/mL) plus JSH23 (10 μM). Data represent mean ± SD. One-way ANOVA followed by Tukey’s test was used. *n* = 3 mice per condition.

Furthermore, GO analysis showed the upregulation of molecular pathways related to immune response, cell cycle and metabolism in Angptl7-lineage cells at 2 dpf (Fig. 7g). We noticed that genes associated with ‘Response to tumor necrosis factor’ and ‘I-κB kinase/NF-κB signaling’ are highly enriched in Angptl7-lineage cells at 2 dpf. Parallelly, GSEA analysis confirmed that Angptl7-lineage cells at 2 dpf enrich the gene signature for the ‘Regulation of inflammatory response’, ‘Positive regulation of NF-κB transcription factor activity’ and ‘Response to tumor necrosis factor’ (Fig. 7h). TNF-α is one of the most potent initiators of inflammatory response, which can activate NF-κB, coordinating tissue regeneration and pro-inflammatory cytokines (including Cxcl5).^45,46^ We thus hypothesized that the inflammatory TNF-α/NF-κB signaling pathway might play a pivotal role in activating Angptl7-lineage P-SSCs. Accordingly, electro-chemiluminescence exhibited a significant increase of TNF-α in the injured callus at 2 dpf (Fig. 7i). We next examined the effects of TNF-α on Angptl7-lineage P-SSCs by transplantation experiments. Surprisingly, TNF-α obviously triggered the osteogenic capacity of Angptl7-lineage cells, as evidenced by pronounced bone formation in TNF-α-treated groups compared to untreated cells. However, the stimulating effect of TNF-α could be removed by NF-κB inhibitor (JSH23) (Fig. 7j–l). Together, these results suggest that TNF-α can trigger the activation of Angptl7-lineage P-SSCs under the regulating of NF-κB signaling.

## Discussion

Here we report a unique sub-population of SSCs in the fibrous layer of periosteum, specifically labelled by Angptl7, which can be distinguished from cambium-layer Postn^+^ SSPC-2 in both spatial and transcriptional levels. Fibrous-layer Angptl7^+^ P-SSCs exhibit attenuated steady-state osteogenic capacity than cambium-layer Postn^+^ SSPC-2. Linage tracing results also revealed that Angptl7-lineage P-SSCs do not participate in postnatal bone formation in homeostasis, but contribute significantly to fracture repair. Moreover, dysfunction of Angptl7-lineage P-SSCs led to serious bone fracture non-union, without obvious bone loss in homeostasis. Therefore, our findings to some extent argue that periosteum houses heterogenous SSCs, including a subset responsible for steady-state bone formation, and another reserved for mediating fracture repair.

Angptl7-lineage P-SSCs are specified to mediate endochondral ossification after bone injury, with rare contribution to intramembranous ossification, as further confirmed by a cortical bone drill hole model and periosteum scratch model. The fibrous-layer specific location of Angptl7-lineage P-SSCs is consistent with our previous finding that the fibrous periosteum mediated endochondral ossification during bone regeneration using *Pdgfra-CreER;Osx-Dre;ZT1* mice. However, due to the broad expression of the *Pdgfra-CreER* in the musculoskeletal system, this mouse model is insufficient to distinguish P-SSCs from fibroblasts and pericytes. Fortunately, the *Angptl7-*based mouse models effectively circumvent this limitation, which specifically marks SSCs in the fibrous layer of periosteum. Therefore, the specific genetic models established here permit faithful lineage tracing for fibrous-layer resident P-SSCs, which will facilitate future research targeting this critical cell population for bone regeneration.

Angptl7 belongs to the angiopoietin family, which is typically associated with angiogenesis. However, scRNA-seq analysis revealed that other angiopoietin or angiopoietin-like members exhibit no specific expression patterns in the periosteum or bone marrow, suggesting a functional divergence between Angptl7 and other angiopoietin family members. Periosteum is derived from embryonic perichondrium, which is pivotal for bone development. Although we did not examine the expression of *Angptl7* during embryonic stages, we observed only scarce Angptl7^+^ cells in the perichondrium at early postnatal age, with their minimal involvement in bone formation. Notably, we observed an increased number of *Angptl7*-expressing cells during postnatal bone development by using the *Angptl7-mScarlet* reporter mice. In other words, the expression of *Angptl7* increases with bone maturation. We thus speculate that a subset of perichondrium-derived progenitors gradually acquires *Angptl7* expression with bone maturation and reside in the fibrous layer of periosteum, where *Angptl7* potentially contributes to their quiescence maintenance. A further implication comes from the rapid down-regulation of cell cycle inhibitory genes in Angptl7-lineage P-SSCs upon injury, such as *Cdkn1c*, which has been reported as a quiescent stem cell marker.^32^ Interestingly, we found that *Angptl7* was also down-regulated after injury, but *Angptl4* was up-regulated (Supplementary information, Fig. S7a), much in the same way as hair follicle stem cells do in skin.^47^ Even though the rapidly decreased expression of *Angptl7*, Angptl7-lineage descendants exhibit a closer spatial association with blood vessels after injury (Supplementary information, Fig. S7b). Therefore, we hypothesize that Angptl7 plays a specific role in preserving SSCs quiescence other than pro-angiogenesis, which might explain why it exhibits sparse expression in osteogenically active cambium layer and bone marrow, but is expressed in the fibrous layer of periosteum. However, direct evidence of Angptl7’s molecular function awaits further detailed validation.

Long-term lineage tracing assays revealed that Angptl7-lineage cells regenerate the neo-cortex that connects the broken bones, and contribute to stromal cells in the bone marrow. We observed that Col1a1-GFP^+^Angptl7-Ai9^+^ osteoblasts were obviously increased with the process of bone healing, as well as the Scf-GFP^+^Angptl7^+^ stromal cells, suggesting the migration of periosteal Angptl7-Ai9^+^ cells into the bone marrow or the trans-differentiation of Angptl7-lineage derived chondrocytes, which implies that the regenerated chondrocytes in callus might undergo trans/dedifferentiation similarly to the chondrocytes in the growth plate.^16,17^ The marrow invasion of Angptl7-lineage cells also appears to recapitulate the invasion of perichondrial cells into the primary ossification center during fetal bone development.

Transcriptional analysis revealed that Angptl7-lineage P-SSCs can respond to the injury signals and transit to an inflammatory-responding state. Inflammatory cytokines, such as TNF-α, can activate Angptl7-lineage P-SSCs, and trigger their osteogenic potential. Therefore, inflammatory signals are critical for the activation of Angptl7-lineage P-SSCs. Recent studies have reported a close relationship between macrophages and stem cells during tissue repair.^48,49^ It will be interesting to investigate whether immune cells could reshape the plasticity of Angptl7-lineage P-SSCs. Due to the dramatic up-regulation of chemokines, it will also be interesting to investigate whether Angptl7-lineage cells themselves can regulate inflammatory immune cells upon injury. Moreover, fracture repair is a complex and finely orchestrated process. Beyond inflammatory signals, it may involve various external cues (e.g. metabolites,^50^ neurotrophic factors^51^) and internal transcription factors that regulate the SSCs’ function. Therefore, future studies may utilize the genetic tools established here to enable further in-depth investigation.

In summary, this study reveals P-SSCs heterogeneity and identifies Angptl7 as a specific marker for fibrous-layer P-SSCs, offering a new target for improving bone fracture repair. The functional dichotomy of Angptl7-lineage P-SSCs before and after fracture provides new insights into the cellular basis for tissue homeostasis maintenance and injury repair.

## Materials and methods

### Mice

*Angptl7-CreER* mice were generated with the assistance of Shanghai Biomodel Organism Co., Ltd. *Angptl7-mScarlet and Cxcl5-EGFP* mice were generated with the assistance of GemPharmatech Co., Ltd. *Prrx1-Cre* mice were purchased from the Jackson Laboratory. *Rosa26-LSL-Ai9* mice were kindly provided by Prof. Zilong Qiu. *Rosa26-DTA* mice were kindly provided by Prof. Yi Arial Zeng. For induction of CreER activity, mice were induced by intraperitoneal injection with 100 μL per 10 g body weight tamoxifen (10 mg/mL, Sigma, T5648).

All mice were maintained under C57BL/6 background in the animal facility at the Center for Excellence in Molecular Cell Science. Sex-matched littermate controls were used in all analyses. Both male and female mice were analyzed. All animals were housed under specific pathogen-free conditions. All mouse procedures were approved by the Institutional Animal Care and Use Committees of the Center for Excellence in Molecular Cell Science, Chinese Academy of Sciences.

### Cell preparation

To prepare periosteal cells from the uninjured femurs, both ends of the femurs were coated with low-melting-point agarose (10% in TAE buffer). Agarose-coated bones were preserved in ice-cold PBS and then digested twice with 1 mg/mL collagenase (MilliporeSigma, C0130), 2 mg/mL dispase II (MilliporeSigma, D4693), and 2% penicillin/streptomycin in minimum essential medium α (α-MEM) (Corning, 10-022-CVR) in a shaker at 37 °C at a speed of 120 rpm for 30 min. To prepare bone cells without the periosteum, periosteum was first carefully scraped away using a disposable scalpel. After cutting both ends of the femurs, the bone shaft was cut into pieces by scissors and then digested twice at 37 °C for 30 min, as above. To prepare cells in the injured femurs, the callus was cut into pieces by scissors and then digested twice at 37 °C for 30 min, as above. After digestion, the cell suspension was filtered through a 40-µm nylon mesh (BD Falcon, BD Biosciences, 352340), incubated with RBC lysis buffer (Beyotime, C3702) and washed twice in ice-old PBS.

### Flow cytometry

For flow cytometric analysis, Angptl7-Ai9^+^ cells from *Angptl7-CreER;Rosa26-Ai9* mice, were equally added into each individual tube containing different antibodies for immunostaining using a previously described method.^52^ Freshly prepared cells were stained with PerCP/Cy5.5-conjugated anti-CD31 (Biolegend, 102420), APC-conjugated anti-CD45 (Biolegend, 103112), PerCP/Cy5.5-conjugated anti-CD45 (Biolegend, 103132), PerCP/Cy5.5-conjugated anti-TER-119 (Biolegend, 116228), FITC-conjugated anti-6C3/Ly-51 (Biolegend, 108305), Brilliant Violet 605-conjugated anti-CD90.2 (Biolegend, 140318), PE/Cy7-conjugated anti-CD105 (Biolegend, 120410), APC-conjugated anti-mouse CD200 (Biolegend, 123810). After washes with PBS, flow cytometry was conducted by CytoFlex LX (Beckman), and the data were analyzed by FlowJo software (v10.8.1). Cell sorting was performed on AriaFusion (BD Biosciences) and MA900 (SONY).

### scRNA-seq and analysis

scRNA-seq was performed with help from NovelBio Bio-Pharm Technology Co., Ltd. A BD Rhapsody™ Single-Cell Analysis system was used to capture the transcriptomic information of the sorted cells. Single-cell capture was achieved by random distribution of a single-cell suspension across > 200,000 microwells through a limited dilution approach. Beads with oligonucleotide barcodes were added to saturation so that a bead was paired with a cell in a microwell. The cells were lysed in the microwell to hybridize mRNA molecules to barcoded capture oligos on the beads. Beads were collected into a single tube for reverse transcription and ExoI digestion. Upon cDNA synthesis, each cDNA molecule was tagged on the 5′ end (that is, the 3′ end of the mRNA transcript) with a unique molecular identifier and cell barcode indicating its cell of origin. Whole transcriptome libraries were prepared using the BD Rhapsody single-cell whole-transcriptome amplification (WTA) workflow including random priming and extension (RPE), RPE amplification PCR and WTA index PCR. The libraries were quantified using a High Sensitivity DNA chip (Agilent) on a Bioanalyzer 2200 and the Qubit High Sensitivity DNA assay (Thermo Fisher Scientific). Sequencing was performed with an Illumina sequencer (Illumina, San Diego, CA) on a 150 bp paired-end run.

We applied FASTQ files with default parameter filtering the adaptor sequence and removed the low-quality reads to achieve clean data. After pre-processing, expression matrices were loaded into R (v4.1.2) with Seurat (v4.3.0). We concatenated the count matrices from all the samples and only kept good quality cells that met the following criteria: 1) cells with between 1000 and 5000 genes expressed; 2) cells with mitochondrial gene expression percentages of fewer than 25. Genes expressed in fewer than 10 cells were removed. Overall, 29,603 single cells with a mean 2119 genes per cell were retained. Integration of 10X Genomics datasets was performed following Seurat’s integration pipeline. Specifically, each 10X Genomics library was one batch. Datasets were scaled and log-transformed using ‘NormalizeData()’ function. For integration, the 2000 most-variable genes were identified by ‘FindVariableFeatures()’ with parameters: selection.method = “vst”, nfeatures = 2000. Integration anchors were identified based on these genes using canonical correlation analysis (CCA) integration tool with 30 dimensions as implemented in the ‘FindIntegrationAnchors()’ function. The data were then integrated using ‘IntegrateData()’ and scaled again using ‘ScaleData()’. Principal component analysis (PCA) with 30 principal components was performed by ‘RunPCA()’, and *t*-SNE dimension reduction with 20 principal components was performed by ‘RunTSNE’. A nearest-neighbor graph using the 20 dimensions of the PCA reduction was calculated using ‘FindNeighbors()’, followed by clustering using ‘FindClusters()’ with a resolution of 0.4. Seurat’s ‘DimPlot()’ was used to plot cell clusters and ‘FeaturePlot()’ function was used to demonstrate individual gene expression on UMAP embedding. Seurat’s ‘DotPlot()’ was used to plot average expression for marker genes. The clusters were identified as different major cell lineages based on the average gene expression of well-known markers.

### Bulk RNA-seq

Bulk RNA-seq were conducted using the previously described method.^52^ Briefly, Angptl7-lineage cells were directly sorted into TRIzol ls buffer (Invitrogen, 10296-028), about 2 ×10^4^ cells were collected for each sample. RNA-seq library preparation were conducted according VAHTS® Universal V6 RNA-seq Library Prep kit manual (Vazyme, NR605-01). The size of the libraries was selected by using the DNA Clean beads (Vazyme, N411-01), with average size of 300 bp. The libraries were sequenced using Illumina HiSeq 4000 (pair end 50 bp). The RNA sequencing reads were aligned to GRCm38.98 Mus musculus reference genome with STAR (v2.7.2a) using a supplied set of known transcripts in GTF format (RefSeq GRCm38.98; Mus musculus, Ensembl). Differentially expressed genes were calculated using fold change with cutoff (Log Fold change greater than 1.5, and RPKM greater than the lower quartile), and RPKM values were calculated with a custom R script.

### Immunostaining and confocal imaging

For immunofluorescence staining, frozen sections were air-dried, rehydrated with PBS, and then blocked and permeabilized with 3% BSA and 0.2% Triton X-100 in PBS at room temperature for 1 h. Sections were probed with the following primary antibodies overnight at 4 °C: rabbit anti-Periostin (R&D, AF2955, 1:200), goat anti-Osteopontin (R&D, AF808, 1:500), mouse anti-Col2a1 (Abcam, ab185430, 1:200; Boster, BA0533, 1:200), anti-Osx (Abcam, ab209484, 1:100), anti-CD31 (R&D, AF3628, 1:200), anti-Sox9 (Millipore, AB5535, 1:100), and anti-Runx2 (Santa Cruz, sc-390351, 1:100). Fluorescent dye-labeled secondary antibodies, including donkey anti-rabbit Alexa Fluor 647 (Molecular Probes, A21206, 1:1000), donkey anti-goat Alexa Fluor 647 (Molecular Probes, A11055, 1:1000), and donkey anti-mouse Alexa Fluor 647 (Molecular Probes, A21202, 1:1000), were incubated with sections for 1 h at room temperature after washing. Nuclei were counterstained with DAPI (Sigma, D9542). Sections were mounted using fluorescence mounting medium (Dako, S3023).

### In vitro analysis of multipotent differentiation

For osteogenic differentiation, FACS sorted Angptl7-Ai9^+^ cells were cultured in osteoblast induction medium (α-MEM containing 10% FBS, 5 mM β-glycerophosphate (Sigma, G9422), 50 µg/mL L-ascorbic acid (Sigma, A5960), and 1% penicillin/streptomycin (Gibco, 15140-122)). The medium was changed every three days. After seven days of induction, cells were fixed with 10% neutral buffered formalin (Sigma, HT501320) and stained with the BCIP/NBT ALP staining kit (Beyotime, C3206) according to the manufacturer’s instructions.

For chondrogenic differentiation, a micromass culture method was used to determine the chondrogenic differentiation ability. A total of 5 × 10^6^ sorted cells per mL were plated as a 10-μL micromass drop in a culture well of a 24-well plate and incubated with 5% CO2 at 37 °C for 2 h to allow cell attachment. Then, 1 mL of chondrocyte induction medium (α-MEM containing 10% FBS, 1% ITS (Cyagen, ITSS-10201-10), 10 ng/mL TGFβ3 (Peprotech, 100-36E), 100 nM dexamethasone (Sigma, D1756), 1 mM sodium pyruvate (Sigma, 25-000-CIR), 40 μg/mL proline (Sigma, P5607), 50 μg/mL L-ascorbic acid 2-phosphate (Sigma, A8960), and 1% penicillin/streptomycin) was added and incubated for four days. The micromass was acidified with 0.1 N HCl and stained with 1% Alcian blue (Sigma, A5268).

For adipogenic differentiation assays, FACS sorted Angptl7-Ai9^+^ cells were cultured in the nutrient medium with adipogenic differentiation medium (Cyagen, MUBMX-90031) for another 12 days. Adipocyte formation was detected by staining with Oil red O (Sangon Biotech, A600395-0050).

### Safranin O/fast green staining

Femur sections were sequentially immersed in the following solutions: hematoxylin solution for 5 min, double-distilled water for 5 min, 0.2% fast green solution (Sigma-Aldrich, F7252) for 3 min, 1% acetic acid (Sangon, A501931) in water for 10 s and 0.1% safranin O solution (Sigma-Aldrich, S2255) for 2 min. The slides were then dehydrated, cleared, and mounted in neutral mounting medium (Sigma, 317616). Images were acquired on a BX53 microscope (Olympus).

### Muscle transplantation model

Intramuscular transplantation was performed in 8-week-old nude mice hosts for transplantation of cells of interest. Sorted cells were resuspended with growth reduced-matrigel (Corning, 354230) after centrifugation. 1 ×10^4^ of the indicated cells were transplanted. For the treatment of TNF-α or NF-κB inhibitor, 20 ng/mL recombinant TNF-α protein (Abclonal, RP01071) or 10 μM JSH-23 (MCE, HY-13982) was added into the cell suspension. A 1-mm longitudinal incision was made on the hindlimb, and the right anterolateral femur was exposed. The vastus lateralis muscle was dissected and a 2–3 mm muscle pouch was surgically created. A surgifoam absorbable gelatin sponge (Ethicon, 1972) containing cells in Matrigel was placed into the muscle pouch. The muscles were repositioned, and the skin was closed using a 6/0 nylon suture. Mice were sacrificed after 8 weeks post-surgery.

### Mouse femoral bone fracture model and X-ray analysis

Mice were anesthetized using chloral hydrate. The patella was dislocated laterally to expose the femoral condyles. An intramedullary pin (25 G needle) was inserted into intramedullary canal of the femur to stabilize the impending fracture, and the patella was then relocated. The fracture was generated using a dentist’s microdrill at the midpoint of the femur. The muscles were repositioned, and the skin was closed using a 6/0 nylon suture. Fracture repair was followed radiographically using an Faxitron® MX-20 Cabinet X-ray System.

### Bone drill hole and periosteum scratch model

Bone drill hole model was established with a drill-hole injury of cortical bone in the middle of the antero-medial tibial. A skin incision was made at the middle of tibia. Blunt dissection of the subcutaneous tissue was performed until the periosteum was exposed. A needle that was 0.7 mm in diameter was used to drill a hole into the anterior cortices. Afterward, the subcutaneous tissue was repositioned, the skin was closed using a 6/0 nylon suture.

Periosteum scratch model was established with a scratch of the periosteum in the middle of the antero-medial tibial. After the mice were anesthetized and the periosteum was exposed, a needle tip was used to scratch the periosteum lengthwise in the middle of the left anteromedial tibia. The length of the scratch was 0.5–1 cm. Afterwards, the subcutaneous tissue was repositioned, and skin was closed using a 6/0 nylon suture.

### Cytokine measurement

Concentration of TNF-α from un-injured femurs and fractured femurs at 2 dpf was analyzed with the Meso Scale Discovery V-PLEX Proinflammatory Panel1 (mouse) Kit (K15048D; Meso Scale Discovery) according to the manufacturer’s instructions.

### μCT analysis

Femurs isolated from age- and sex-matched mice were fixed with 70% ethanol and scanned using a SkyScan1272 at a 9-μm resolution for quantitative analysis. Three-dimensional images were reconstructed using a fixed threshold.

### Quantification and statistical analysis

Statistical analysis was performed using GraphPad Prism 9 software (GraphPad Software). The data are presented as the means ± SD. Two groups were compared using two-tailed Student’s *t*-tests. Ordinary one-way ANOVA test was used to compare more than two groups unless otherwise stated. *P* < 0.05 was considered to be a statistically significant difference.

## Supplementary information

Supplementary information, Fig.S1. Identification of *Angptl7* as a specific marker for periosteal SSPC-1

Supplementary information, Fig.S2. Identification of Angptl7-lineage cells as P-SSCs in the fibrous-layer of periosteum

Supplementary information, Fig.S3. Angptl7-lineage P-SSCs display minimal participation in postnatal bone development

Supplementary information, Fig.S4. Angptl7-lineage P-SSCs are basically distinguished from CD34-lineage fibroblasts

Supplementary information, Fig.S5. Functional perturbation of Angptl7-lineage P-SSCs exhibits negligible effects on bone homeostasis

Supplementary information, Fig.S6. ScRNA-seq analysis of the Angptl7-lineage cells during fracture repair

Supplementary information, Fig.S7. Dynamic expression of angiogenic factors in Angptl7-lineage cells during fracture repair

## Data Availability

scRNA-seq data and bulk RNA-seq data are deposited at GEO/GSA with accession numbers: GSE249206 (GEO), CRA020553 (GSA).

# Supplementary material for: Fibrous-layer resident Angptl7+ periosteal stem cells sense injury inflammation to orchestrate fracture repair
**Source:** Cell Res. 2026 Jan 8;36(2):121–36. doi: 10.1038/s41422-025-01202-8
**Supplement:** Supplementary file 1 — Supplementary information, Fig.S1. Identification of Angptl7 as a specific marker for periosteal SSPC-1

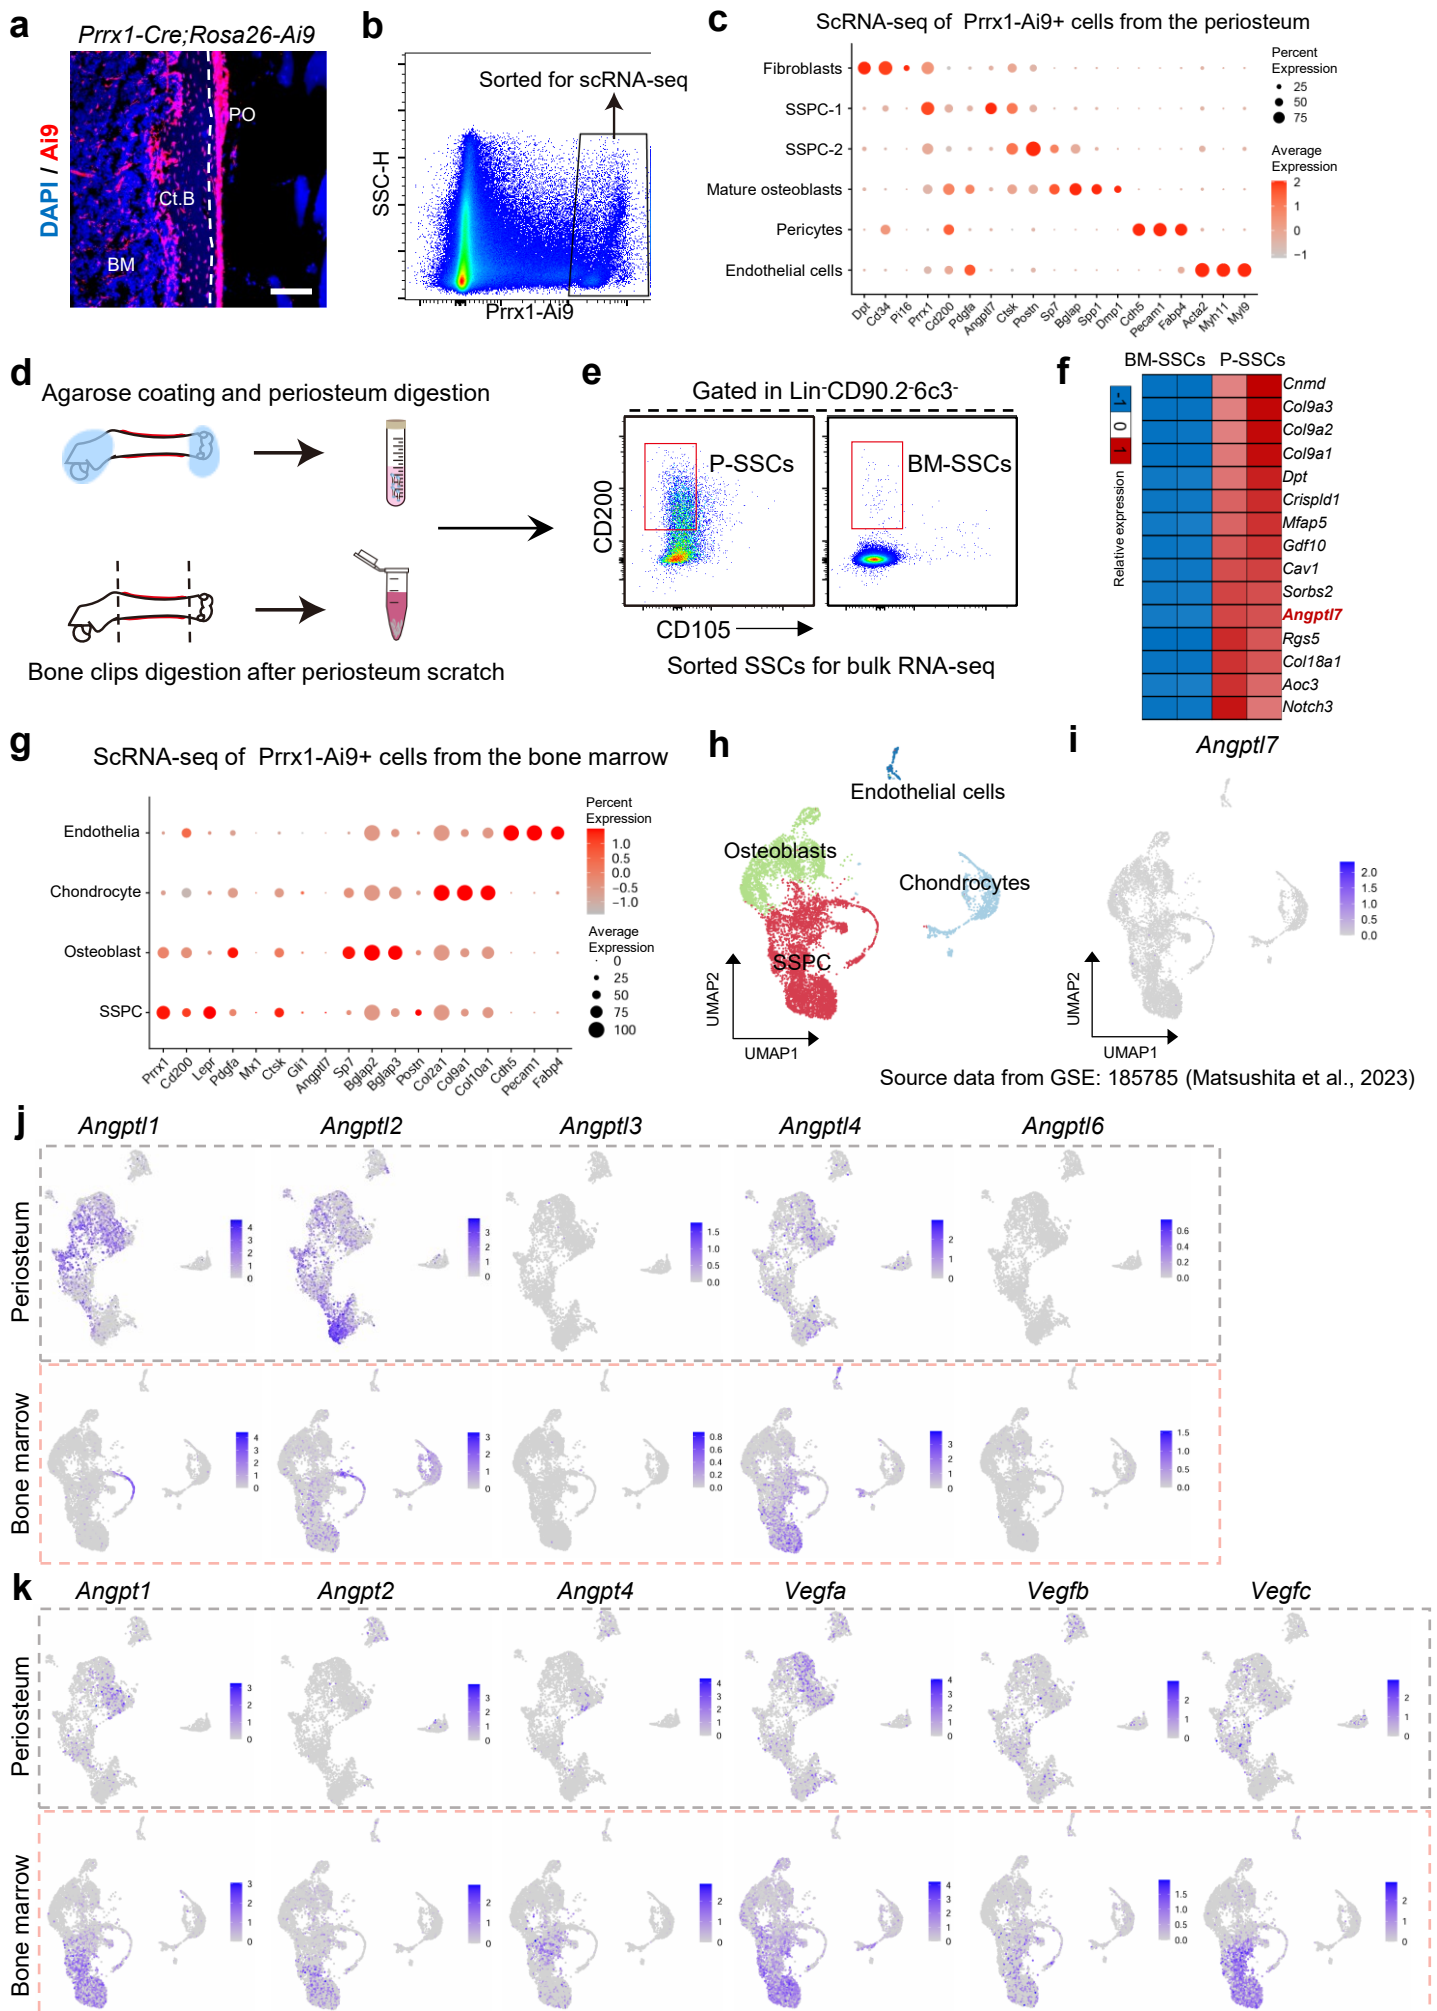

**Angptl7-mScarlet / LAMININ / DAPI**

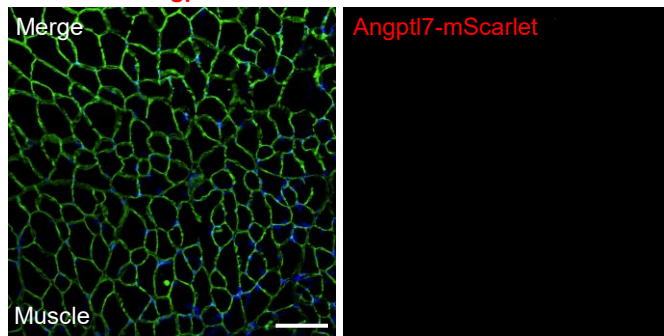

**m**

**Angptl7-mScarlet / DAPI**

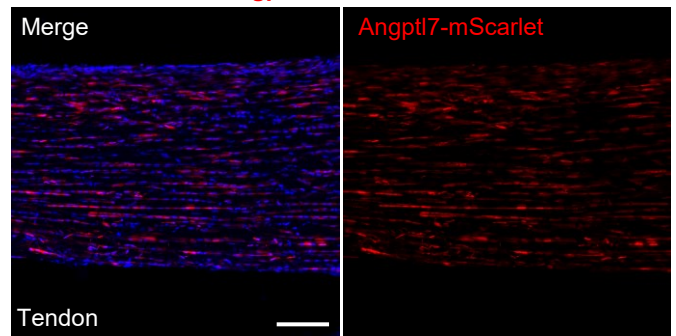

**Supplementary information, Fig.S1. Identification of *Angptl7* as a specific marker for periosteal SSPC-1.**

**(a)** Confocal imaging of femur sections from *Prrx1-Cre;Rosa26-Ai9* mice. Ct.B, cortical bone; PO, periosteum; BM, bone marrow. Scale bar: 100  $\mu$ m.

**(b)** Representative Fluorescence activated cell sorting (FACS) plots of the *Prrx1-Ai9*<sup>+</sup> cells in the periosteum.

**(c)** Dotplots showing the marker genes for each population in the scRNA-seq of *Prrx1-Ai9*<sup>+</sup> cells.

**(d-f)** Bulk RNA-seq of P-SSCs and BM-SSCs. Schematic diagram of the experimental design (d). Representative FACS plots of the P-SSCs and BM-SSCs. SSCs: CD45<sup>+</sup>CD31<sup>+</sup>Ter119<sup>+</sup>CD90<sup>+</sup>6C3<sup>+</sup>CD105<sup>+</sup>CD200<sup>+</sup> (e). Heatmap of the top 15 DEGs highly expressed in P-SSCs than in BM-SSCs. Red, up-regulated; blue, down-regulated (f).

**(g)** Dotplots showing the marker genes for each population in the scRNA-seq of bone marrow *Prrx1*-lineage cells.

**(h, i)** UMAP plots visualizing the clustering of bone marrow *Prrx1*-lineage cells (h), and the expression of *Angptl7* in the scRNA-seq (i).

**(j)** UMAP plots visualizing the expression of *Angptl1*, *Angptl2*, *Angptl3*, *Angptl4* and *Angptl6* in the scRNA-seq from periosteal and bone marrow *Prrx1*-lineage cells.

**(k)** UMAP plots visualizing the expression of *Angpt1*, *Angpt2*, *Angpt4*, *Vegfa*, *Vegfb* and *Vegfc* in the scRNA-seq from periosteal and bone marrow *Prrx1*-lineage cells.

**(l-m)** Confocal imaging of muscle sections (l) and tendon sections (m) from 4-week-old *Angptl7-mScarlet* mice. Scale bar: 100  $\mu$ m.

# Supplementary material for: Fibrous-layer resident Angptl7+ periosteal stem cells sense injury inflammation to orchestrate fracture repair
**Source:** Cell Res. 2026 Jan 8;36(2):121–36. doi: 10.1038/s41422-025-01202-8
**Supplement:** Supplementary file 2 — Supplementary information, Fig.S2. Identification of Angptl7-lineage cells as P-SSCs in the fibrous-layer of periosteum

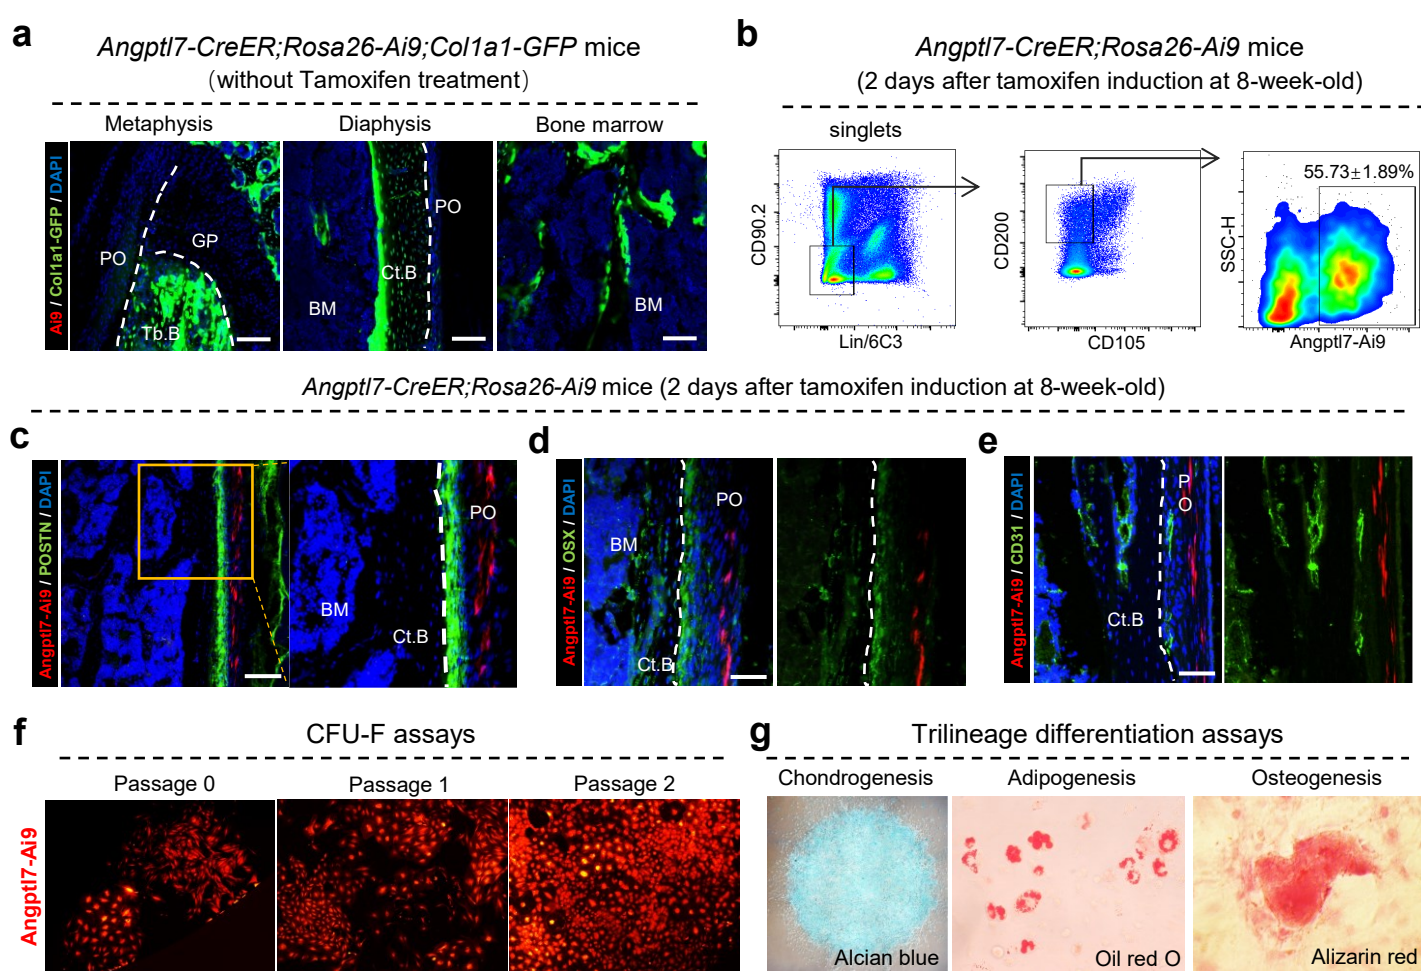

**Supplementary information, Fig.S2. Identification of Angptl7-lineage cells as P-SSCs in the fibrous-layer of periosteum.**

**(a)** Confocal imaging of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice without tamoxifen induction. GP, growth plate. Scale bar: 100  $\mu$ m.

**(b)** Flow cytometry showing the percentage of Angptl7-Ai9<sup>+</sup> in CD45-CD31-Ter119-CD90-6C3-CD105-CD200<sup>+</sup> SSCs in the periosteum from *Angptl7-CreER;Rosa26-Ai9* mice at 2 days after tamoxifen induction. Data represent mean  $\pm$  SD. n=3 mice per condition.

**(c-e)** Confocal imaging of femur sections from *Angptl7-CreER;Rosa26-Ai9* mice showing the relative localization of Angptl7-lineage cells with POSTN (c), OSX (d) and CD31 (e). Mice were analyzed after 2 days when induced with tamoxifen at 8-week-old. Scale bar: 100  $\mu$ m in (c) and 50  $\mu$ m in (d, e).

**(f)** Colony forming unit-fibroblast assays of sorted Angptl7-Ai9<sup>+</sup> cells. Representative images showing the single-cell-driven colony formation of Angptl7-Ai9<sup>+</sup> cells.

**(g)** In vitro tri-lineage differentiation of sorted Angptl7-Ai9<sup>+</sup> cells. Representative images showing the alcian blue staining (left), Oil Red O staining (middle), and alizarin red staining (right) after 7 days culture of Angptl7-Ai9<sup>+</sup> cells with conditioned medium.

# Supplementary material for: Fibrous-layer resident Angptl7+ periosteal stem cells sense injury inflammation to orchestrate fracture repair
**Source:** Cell Res. 2026 Jan 8;36(2):121–36. doi: 10.1038/s41422-025-01202-8
**Supplement:** Supplementary file 3 — Supplementary information, Fig.S3. Angptl7-lineage P-SSCs display minimal participation in postnatal bone development

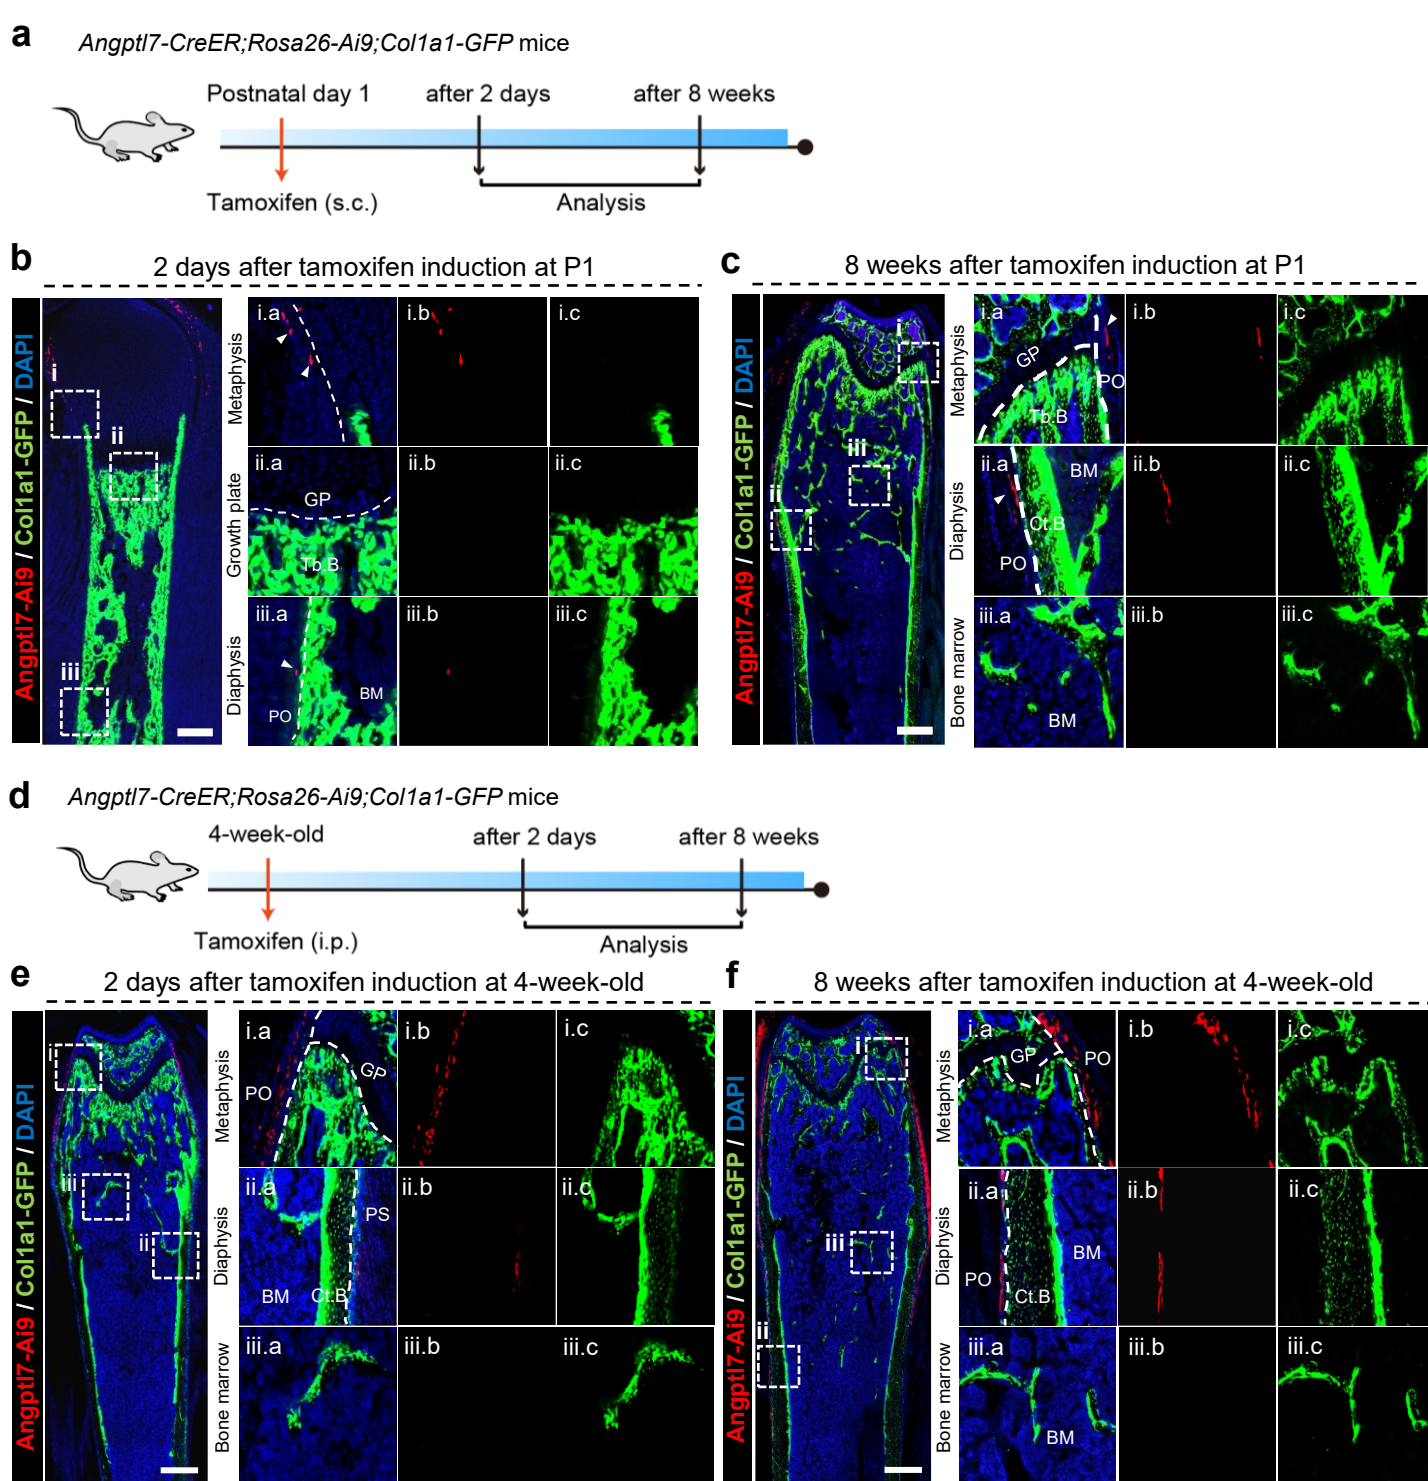

### Supplementary information, Fig.S3. *Angptl7*-lineage P-SSCs display minimal participation in postnatal bone development.

(a) The diagram of tamoxifen induction strategy.

(b, c) Confocal imaging of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* at 2 days (b) and 8 weeks (c) after tamoxifen treatment at P1. Scale bar: 250  $\mu$ m in (b) and 500  $\mu$ m in (c).

(d) The diagram of tamoxifen induction strategy.

(e, f) Confocal imaging of femur sections from *Angptl7-CreER;Rosa26-Ai9;Col1a1-GFP* mice that tamoxifen induced at 4-week-old. Mice were analyzed at 2 day (e) and 8 weeks (f) after induction. Scale bar: 500  $\mu$ m.

# Supplementary material for: Fibrous-layer resident Angptl7+ periosteal stem cells sense injury inflammation to orchestrate fracture repair
**Source:** Cell Res. 2026 Jan 8;36(2):121–36. doi: 10.1038/s41422-025-01202-8
**Supplement:** Supplementary file 4 — Supplementary information, Fig.S4. Angptl7-lineage P-SSCs are basically distinguished from CD34-lineage fibroblasts

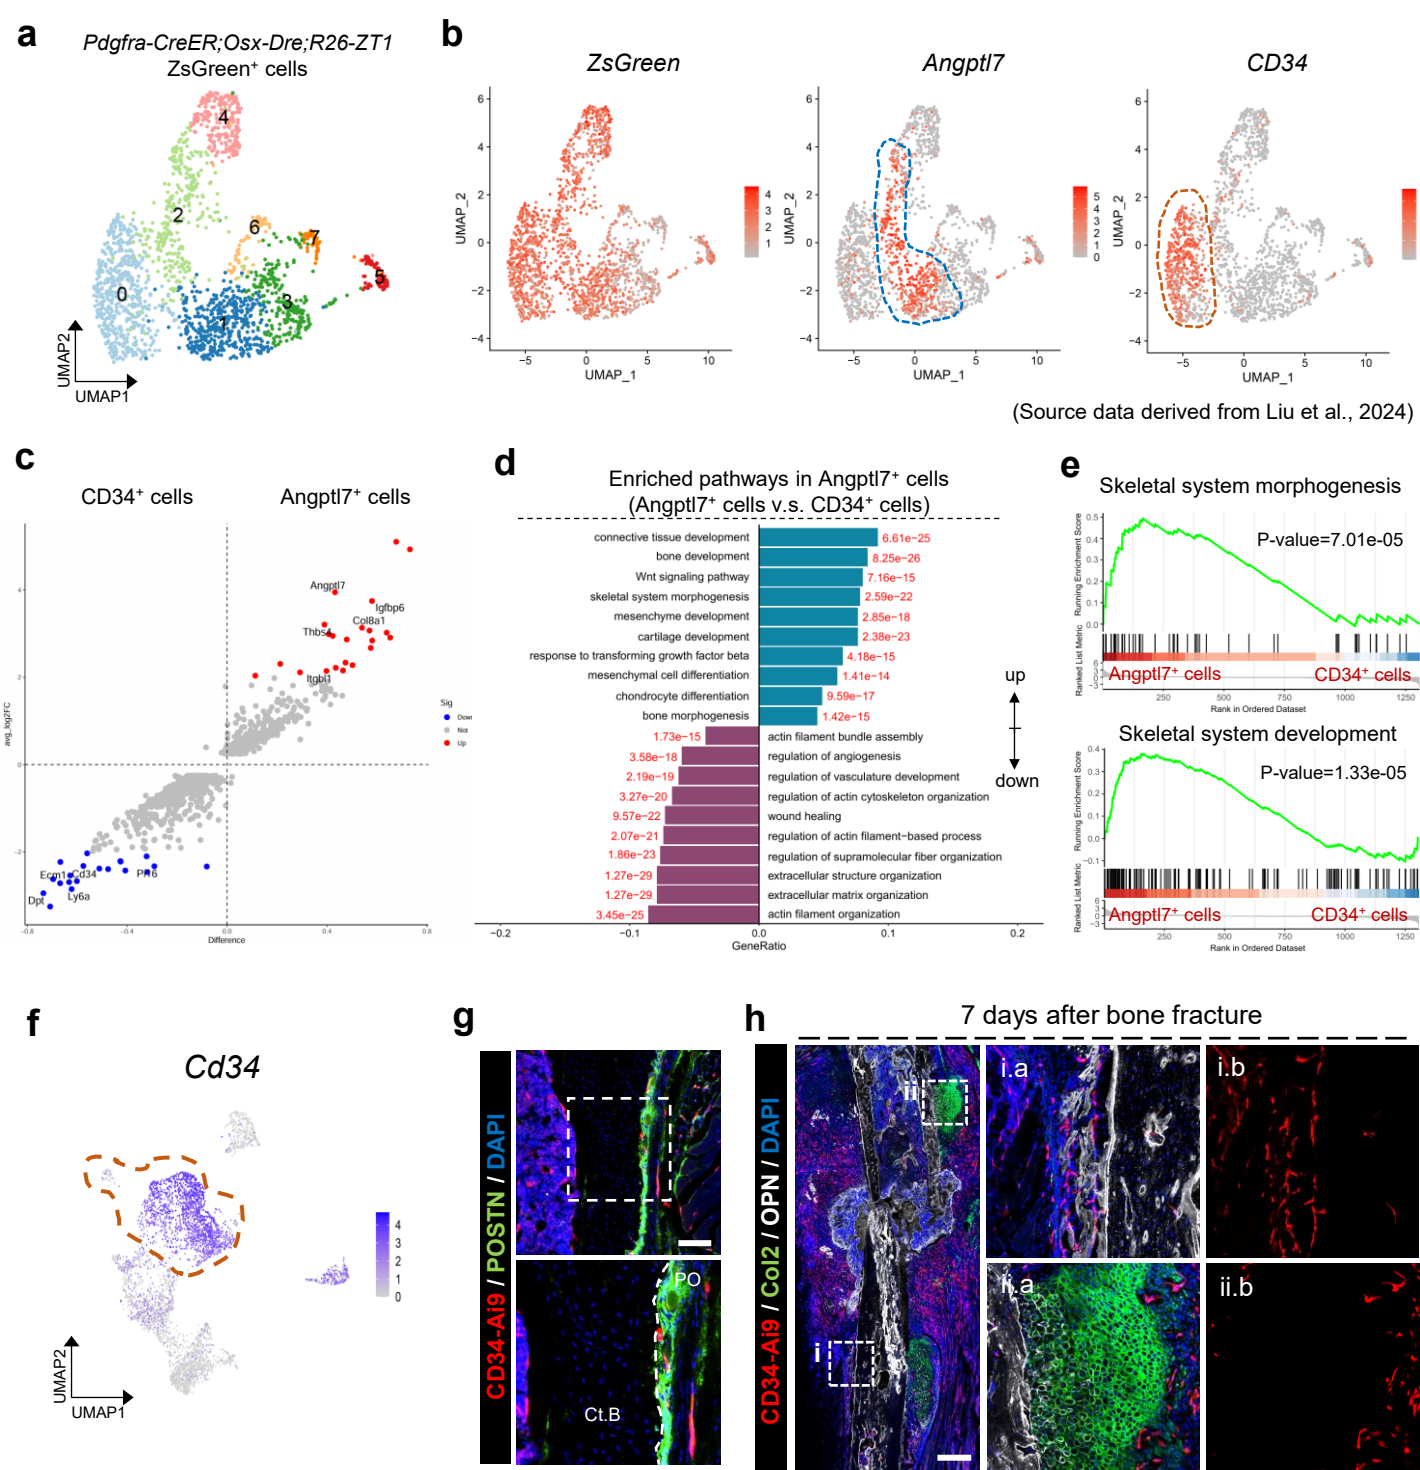

**Supplementary information, Fig.S4. *Angptl7*-lineage P-SSCs are basically distinguished from *CD34*-lineage fibroblasts.**

(a, b) UMAP plots showing the re-clustering results (a), and the expression of *ZsGreen*, *Angptl7* and *CD34* (b) in the scRNA-seq data of *ZsGreen<sup>+</sup>* fibrous-layer periosteal cells from *Pdgfra-CreER;Osx-Dre;ZT1* mice.

(c) Mean-Average plots showing the DEGs between *Angptl7<sup>+</sup>* cells and *CD34<sup>+</sup>* cells. Red, high expressed in *Angptl7<sup>+</sup>* cells; blue, high expressed in *CD34<sup>+</sup>* cells.

(d) GO analysis of the DEGs between *Angptl7<sup>+</sup>* cells and *CD34<sup>+</sup>* cells.

(e) GSEA analysis showing the enriched gene signature in *Angptl7<sup>+</sup>* cells.

(f) UMAP plots of *CD34* in the scRNA-seq data of periosteal *Prrx1-Ai9<sup>+</sup>* cells.

(g) Confocal imaging of femur sections showing the *CD34*-lineage cells and their relative localization with *POSTN* at 2 days after tamoxifen treatment at 8-week-old. Scale bar: 100  $\mu$ m.

(h) Confocal imaging of femur sections from *CD34-CreER;Rosa26-Ai9* mice at 7 days after fracture. High-magnification views showing on the right. Scale bar: 500  $\mu$ m.

# Supplementary material for: Fibrous-layer resident Angptl7+ periosteal stem cells sense injury inflammation to orchestrate fracture repair
**Source:** Cell Res. 2026 Jan 8;36(2):121–36. doi: 10.1038/s41422-025-01202-8
**Supplement:** Supplementary file 6 — Supplementary information, Fig.S6. ScRNA-seq analysis of the Angptl7-lineage cells during fracture repair

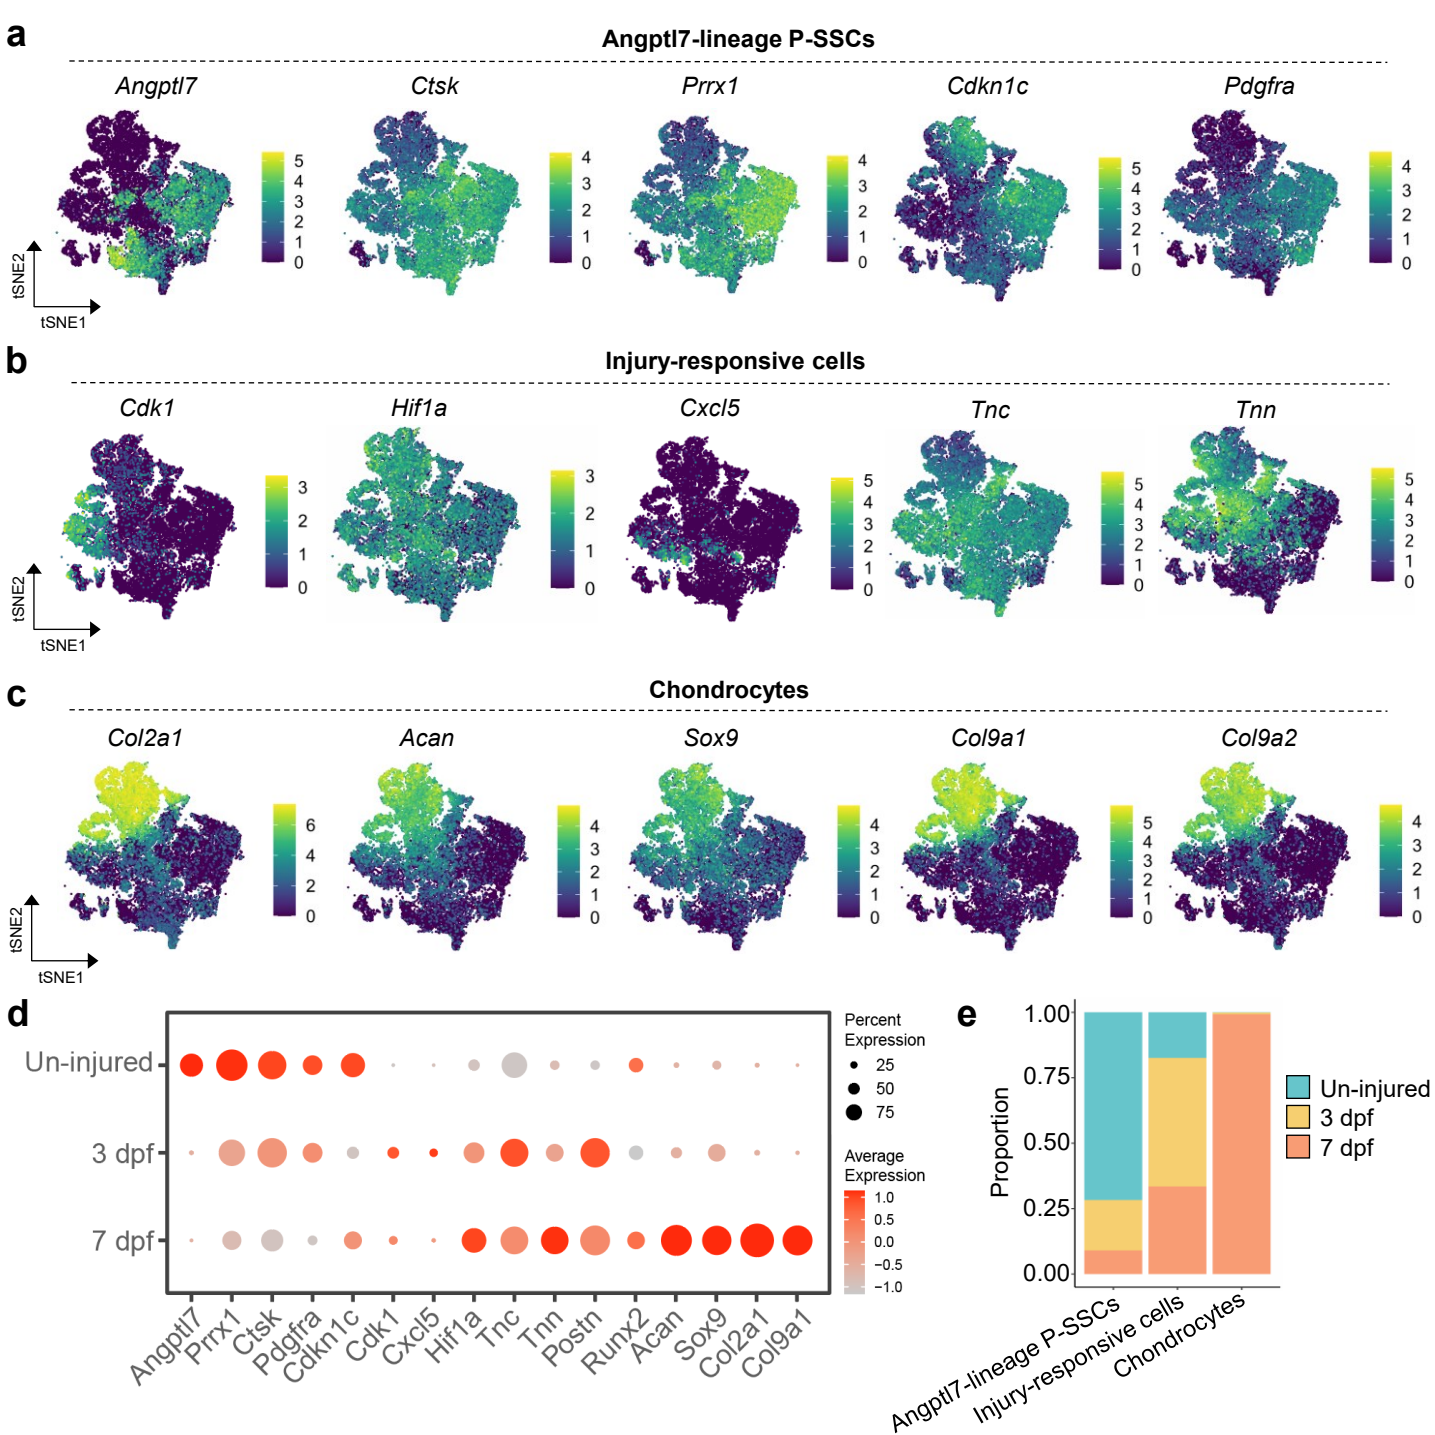

**Supplementary information, Fig.S6. scRNA-seq analysis of the Angptl7-lineage cells during fracture repair.**

(a) tSNE plots showing the expression of *Angptl7*, *Ctsk*, *Prrx1*, *Cdkn1c* and *Pdgfra* in the scRNA-seq.  
 (b) tSNE plots showing the expression of *Cdk1*, *Hif1a*, *Cxcl5*, *Tnc* and *Tnn* in the scRNA-seq.  
 (c) tSNE plots showing the expression of *Col2a1*, *Acan*, *Sox9*, *Col9a1* and *Col9a2* in the scRNA-seq.  
 (d) Dotplots showing the signature genes in the scRNA-seq grouped by samples from uninjured femurs, fractured femurs at 3 dpf, and callus from 7 dpf.  
 (e) Barplots showing relative contribution of uninjured, 3 dpf and 7 dpf samples across clusters in the scRNA-seq.

# Supplementary material for: Fibrous-layer resident Angptl7+ periosteal stem cells sense injury inflammation to orchestrate fracture repair
**Source:** Cell Res. 2026 Jan 8;36(2):121–36. doi: 10.1038/s41422-025-01202-8
**Supplement:** Supplementary file 7 — Supplementary information, Fig.S7. Dynamic expression of angiogenic factors in Angptl7-lineage cells during fracture repair

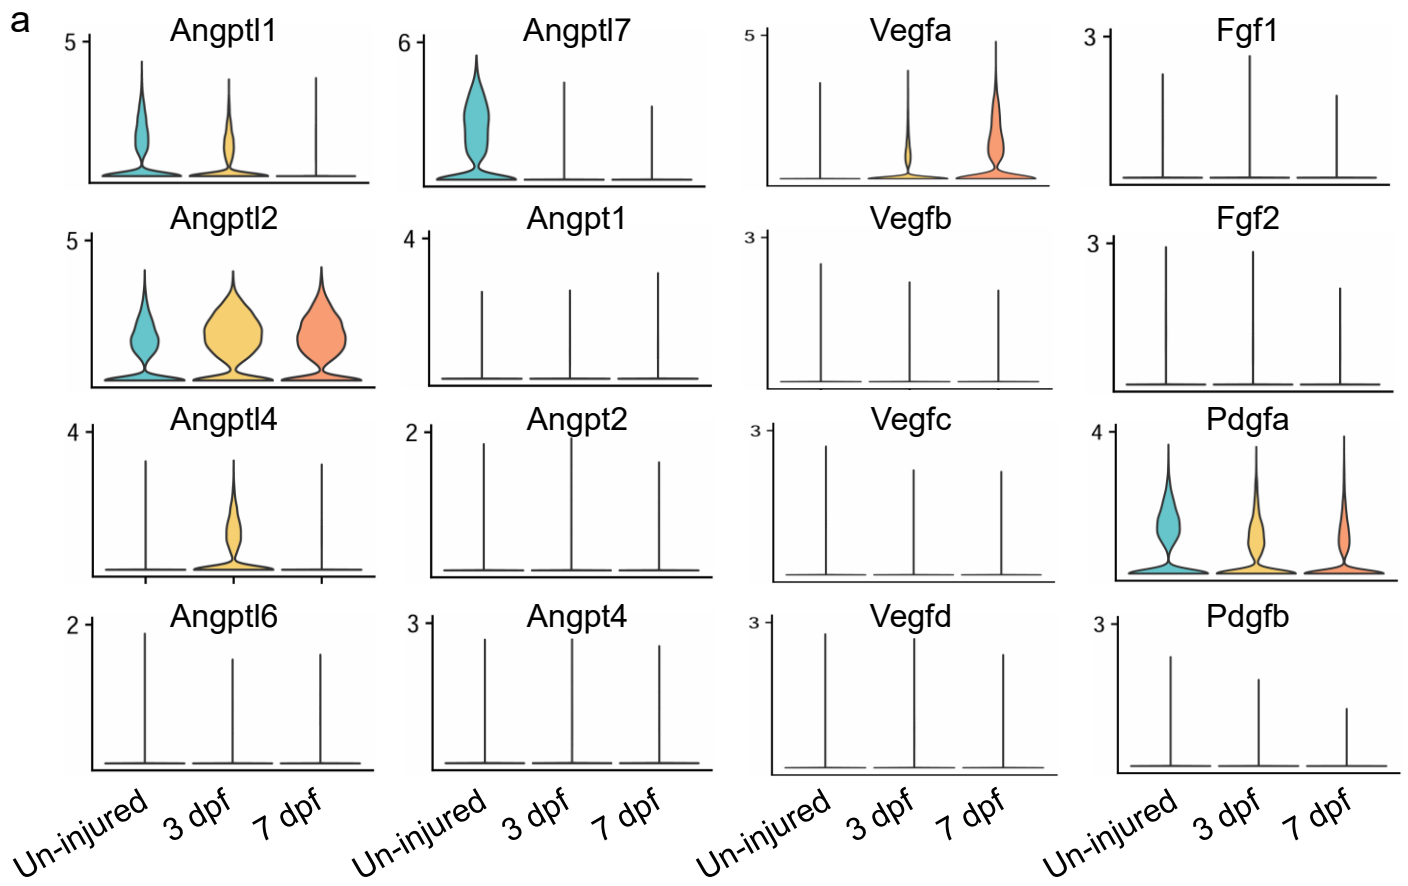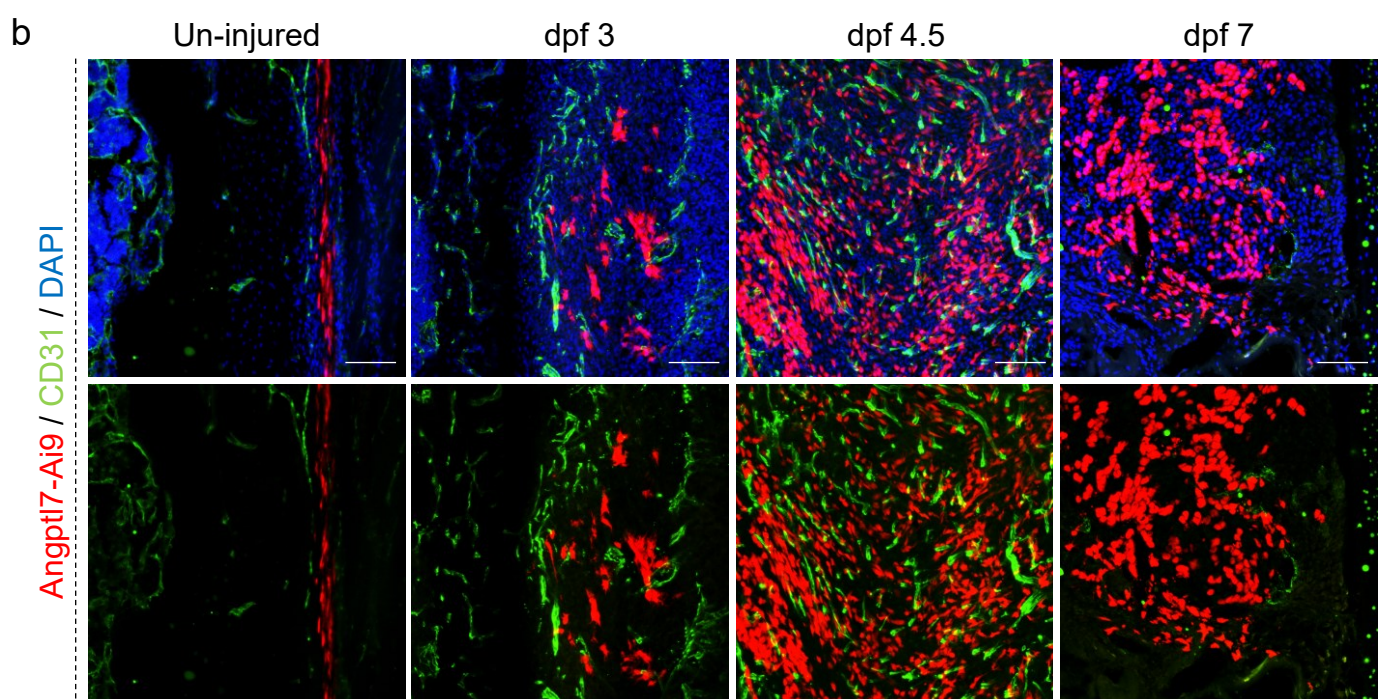

**Supplementary information, Fig.S7. Dynamic expression of angiogenic factors in Angptl7-lineage cells during fracture repair.**

**(a)** Violin plots showing the dynamic expression of various angiogenic factors in Angptl7-lineage cells during fracture.

**(b)** Fluorescence imaging showing the dynamic spatial relationships between Angptl7-lineage cells and CD31<sup>+</sup> endothelial cells during bone fracture. Scale bar: 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

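Single cells sorted as Prrx1-Ai9+ from the periosteum of 8-week-old mice were measured in 2 BD Rhapsody whole-transcriptome libraries, 1 per genotype. The paper reports the control library (Prrx1-Cre;Rosa26-Ai9). It does not report on the other, from *Piezo1* fl/fl mice with the same alleles, which is used only in the closing section. Data of the paper's other experiments, such as those of bone marrow and bulk RNA, were not analysed here.

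For each library the authors deposited a matrix of UMI counts per gene and cell with its gene and barcode lists. The values are whole numbers without normalization. Every barcode has more than 500 UMIs, and no doublet, mitochondrial or blood cell filter could be seen in the values. The control library had 6118 barcodes and 28030299 UMIs, and the *Piezo1* fl/fl library 7469 barcodes and 32337308 UMIs, with medians of 3633.5 and 3327 UMIs per barcode. Feature identifiers were matched to GENCODE vM21 (GRCm38), where 30203 of 31253 also had the same symbol.

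Each library was treated alone, so no integration was made. Cells with 1000 to 5000 genes and under 25% mitochondrial UMIs were kept. Doublets were called by Scrublet in scanpy (expected rate 0.05, seed 0) among barcodes with at least 500 genes, and 45 (0.820%) were called in the control and 66 (0.978%) in the *Piezo1* fl/fl library. After this, 4420 and 5083 cells remained. Genes found in fewer than 10 cells were removed, which left 14315 genes in the control library. Seurat then applied LogNormalize with a scale factor of 10000, selection of 2000 features by vst, scaling, 30 principal components, a neighbour graph on 20 of them and Louvain clustering at resolution 0.4 with seed 0. The features left out of the principal components were the reported genes (*Angptl7*, *Cdkn1c*, *Ctsk*, *Postn*, *Sp7*, *Cd34*, *Piezo1* and *Pdgfa*), the angiopoietin and VEGF family, and the lists described here. Also left out were 13 of the 14 candidates of Fig. S1f other than *Angptl7*.

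Markers of 10 classes were fixed beforehand from the paper's text and figures and from general knowledge, and include classes for blood, cartilage, Schwann and muscle cells. A marker counted as detected in a cluster when at least 10% of cells had a UMI and its CPM was at least 2 times the median of the other clusters. A cluster took the class with the highest mean log2 ratio of its markers, given at least 3 detected markers, a mean of at least 2 and a gap of at least 0.5 to the next class unless its leading genes favoured the class. A cluster with at least 2 of the tendon genes *Scx*, *Tnmd*, *Mkx* and *Kera* among its 10 leading genes was left unnamed. These thresholds and the tendon rule were set after the clusters were seen. They left unnamed 5.24%, 1.35% and 0.824% of retained control cells and 12.7% and 2.70% of retained *Piezo1* fl/fl cells. Clusters with blood markers were removed, 415 and 519 cells, which left 4005 and 4564.

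UMIs were summed per group and divided by the group's total. Levels carry exact Poisson intervals, ratios exact conditional intervals, and shares exact binomial intervals, all at 95% and for counting error only. For shares at equal depth, cells were thinned to 2500 UMIs, the 10th percentile of retained control cells rounded down. A count of 0 was read against a limit of 3 counts. With 1 library per genotype there are no replicates, so no test, standard error or number of changed genes is given. In comparisons over all genes, the named genes are the 5 with the largest log2 ratio in each direction among those with at least 100 UMIs and 50 CPM on the higher side, leaving out mitochondrial, ribosomal protein, hemoglobin, *Xist* and Y-linked genes, together with every gene the paper names for these data. The order within the rule was taken with 0.5 UMIs added to both counts.

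Lists of genes were written by hand beforehand. The osteogenic list has 24 genes (*Sp7*, *Col1a1*, *Col1a2*, *Sparc*, *Tmem119*, *Ifitm5*, *Msx2*, *Dlx3*, *Dlx6*, *Pth1r*, *Bmp8a*, *Omd*, *Smpd3*, *Serpinh1*, *Cthrc1*, *Bglap2*, *Sgms2*, *Panx3*, *Slc36a2*, *Mef2c*, *Fgfr2*, *Lrp5*, *Atf4* and *Creb3l1*). The TGF-beta list has 25 (among them *Tgfb1*, *Tgfb2*, *Tgfb3*, *Tgfbr1*, *Tgfbr2*, *Tgfbr3*, *Smad2*, *Smad3*, *Smad4*, *Smad7*, *Skil*, *Ski*, *Ltbp1*, *Ltbp2*, *Ltbp3*, *Ltbp4*, *Tgfbi*, *Ccn2*, *Tgif1*, *Eng*, *Fbn1*, *Thbs1*, *Pmepa1* and *Ldlrad4*). The tendon list has 8 (*Scx*, *Tnmd*, *Mkx*, *Kera*, *Fmod*, *Comp*, *Chad* and *Cilp2*), the cell cycle list 6, and the dissociation list 11 (*Fos*, *Fosb*, *Jun*, *Junb*, *Egr1*, *Atf3*, *Hspa1a*, *Hspa1b*, *Ier2*, *Dusp1* and *Nr4a1*). A list's median log2 ratio used genes with at least 10 UMIs, with 0.5 UMIs added to both counts, and was placed among 10000 random lists drawn from 20 bins of expression. The paper's gene sets were not used here.

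The alternatives set beforehand numbered 13, and 1 was added after seeing the data, which counts the tendon-led cluster as SSPC-1. They changed the gene and mitochondrial limits, the doublet filter, the held-out features, the resolution, the number of principal components, the seed, the averaging, the depth, the UMIs used for clustering and for values, and, for the *Piezo1* fl/fl library, the naming, where each cell took the class of its 15 nearest control cells. The comparison of SSPC-1-like with SSPC-2-like cells was tested on counts of 7974 genes simulated from these classes, with 200 changed. All of the changed genes had the right sign, 95.4% of genes had the true ratio inside the interval, 6.5% of 200 lists without a change fell outside percentiles 2.5 to 97.5, and 12 of 12 simulated clusters took the name they were drawn from. The counts were Poisson draws with the classes known, without added variation between cells and without a clustering step. Coverage near the nominal level was therefore built in, and the naming rule met copies of clusters it had already named. These results check the computation only, and do not show how the intervals or names hold for real cells.

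Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0 and Matrix 1.6.5, where the paper names other versions of R and Seurat.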

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

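The tests of doublets and of free RNA, of sex, of *Scx* and of the *Htra4*-led cluster were chosen only after the result was seen, and those of depth, attachment tissue and nearest control cells for the tendon-led cluster were not. The tests of doublets and free RNA first used *Kera* alone and were then widened to the tendon list.

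*Angptl7* was highest in a cluster that the paper does not describe, although it reports *Angptl7*-expressing cells in tendon (Fig. S1l, m). In the control library the tendon-led cluster held 5.24% of retained cells (4.57 to 5.98%) and had 12127 CPM of *Angptl7* (11934 to 12323), more than any other group of cells. Doublets of SSPC-1-like with other named cells would place the tendon list genes between the levels of the named classes. In the cluster these genes had a median of 2.21 times the highest named class, and 6 of the 8 were above every named class, with *Kera* at 71.3 times. Free RNA would give all classes a like share, whereas after thinning a tendon list gene was found in a median of 79.7% of the cluster's cells against 3.78% of endothelial-like and 1.41% of pericyte-like cells. The list's genes built no cluster, but some of them named this one. Depth is argued against by the thinned cells, with a mean of 28.7 *Angptl7* UMIs in the cluster and 8.05 in SSPC-1-like cells. Tendon or muscle attachments carried into the digest and tendon-gene cells of the periosteum itself cannot be told apart by the few muscle genes looked at. *Acta1* was at 10.5 CPM (5.60 to 18.0) in the cluster and 4.44 CPM (2.75 to 6.78) in SSPC-1-like cells, but at 32.4 CPM in fibroblast-like cells. *Tnnt3*, with 3.24 against 2.75 CPM in SSPC-1-like cells, and *Myl1*, with 0.809 against 1.27 CPM, had overlapping intervals. *Ckm* had 0 UMIs in the cluster and 2 in SSPC-1-like cells. All 7 UMIs of the muscle marker *Pax7* among the retained cells lay in the cluster, at 5.66 CPM (2.28 to 11.7), which goes with attachments but is a small count. The hypothesis that these cells belong to SSPC-1 also stays open, and was not tested. Against SSPC-1-like cells, the SSPC-1 markers were mixed in the cluster. *Pdgfra* was lower, at a log2 ratio of -2.59 (-2.93 to -2.27), and so was *Prrx1*, at -1.22 (-1.32 to -1.12). *Cd200*, *Igfbp6* and *Col8a1* were also lower. *Thbs4* was higher, with 20584 against 2092 CPM, as was *Itgbl1*, with 1709 against 1512 CPM.

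A second library, from *Piezo1* fl/fl mice, is not reported in the paper. Clustered alone, its tendon-led cluster held 12.7% of retained cells (11.8 to 13.7%). Separate clustering of the libraries may account for the larger size. When each cell took the class of its nearest control cells, the share was 5.08% (4.46 to 5.76%), near the control's. Of the 581 cells, 329 lay nearest to fibroblast-like, 202 to tendon-led and 47 to SSPC-1-like control cells. The tables argue against libraries from animals of different sex, since *Ddx3y* was at 143 CPM in the *Piezo1* fl/fl and 146 CPM in the control library, with 3 and 2 UMIs of *Xist*. Attachment tissue in the digest cannot be told apart from genotype with 1 library each. Over all retained cells *Acta1* was lower in the *Piezo1* fl/fl library, 12.1 against 51.4 CPM, as were *Tnnt3* with 7.72 against 19.6 CPM, *Myl1* with 4.87 against 13.8 CPM and *Ckm* with 0.309 against 2.41 CPM. Most of the control's UMIs of these muscle genes lay in pericyte-like cells, among them 855 of 1213 for *Acta1* and 395 of 463 for *Tnnt3*. Inside the tendon-led cluster the difference went the other way. *Acta1* was higher in the *Piezo1* fl/fl library, 69.8 against 10.5 CPM, as were *Tnnt3* with 45.7 against 3.24 CPM and *Myl1* with 21.0 against 0.809 CPM. *Pax7* was instead lower there, at 0.635 CPM (0.0769 to 2.29) against 5.66 CPM (2.28 to 11.7). These are small counts of 2 and 7 UMIs. An effect of *Piezo1* stays open, untested.

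*Scx*, singled out after its values were seen, was higher in SSPC-1-like cells of the *Piezo1* fl/fl library, with 1358 against 253 UMIs and a log2 ratio of 2.55 (2.36 to 2.75). Separate clustering is argued against by the cells nearest to control SSPC-1-like cells, with a log2 ratio of 2.50. Cells or free RNA of the tendon-led cluster would raise *Kera* too, and its log2 ratio had an upper bound of 0.33, but *Kera* fell in that cluster, so this test cannot tell. Within the *Piezo1* fl/fl library, *Kera* reached 5.71% of its level in that cluster and *Scx* 53.6%, which argues against such an admixture as the whole source of *Scx*. *Tnmd* reached 51.1%, and its log2 ratio of the libraries was 0.52 (0.45 to 0.59) in SSPC-1-like cells and 0.23 among the nearest cells, so an admixture in part is not excluded. A difference in depth is argued against by thinned cells, with a mean of 0.713 *Scx* UMIs against 0.129. *Scx* lies inside *Bop1*, which is on the other strand, and *Bop1* had a log2 ratio of 0.10 (-0.52 to 0.71) in SSPC-1-like cells, although in fibroblast-like cells it rose by 0.86 where *Scx* rose by 3.43. The difference in *Scx* extended to SSPC-2-like cells at 2.73, a class that in the *Piezo1* fl/fl library also holds cells with osteoblast markers, and to the tendon-led cluster at 1.90, or 3.14 (2.92 to 3.36) among cells nearest to control tendon-led cells. Pericyte-like cells had 21 UMIs of *Scx* against 0. Whether this comes from genotype or from another difference between the animals or digests cannot be told apart with 1 library each.

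The cluster led by *Htra4* in the control library, with *Prg4* and *Hbegf* also among its leading genes, held 1.35% of retained cells (1.01 to 1.76%). Its counterpart in the *Piezo1* fl/fl library, led by *Pla1a* and *Htra4*, held 2.70% (2.24 to 3.21%). Separate clustering is argued against as the whole cause, since 2.67% of cells (2.22 to 3.18%) lay nearest to control cells of this cluster. A difference between the digests and an effect of genotype stay open, and neither was tested.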

How the results depend on the processing

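Of the tests, only the values with the tendon-led cluster counted as SSPC-1, the thinned cell cycle shares, and the alternatives for named genes, *Scx*, placings and numbers of clusters were chosen only after the result was seen. Over all results and alternatives 381 values were computed, of which 311 stayed within counting error of the main value (or, for numbers of genes, cells or clusters, within 1.5 times it), 70 moved beyond it and 0 changed direction. The named genes hold 112 of these values, of which 8 moved.

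The *Sp7* ratio stayed within counting error under all 12 of its alternatives (-3.67 to -3.22), and that of *Angptl7* under 11 of 12. The retained cells numbered 3637 to 4826, the clusters 8 to 14, and 9 to 11 of the 11 family genes had the same highest population. The *Scx* ratio was 2.48 to 2.50.

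Log2 ratios of *Cd34*, *Cdkn1c* and *Postn* compare fibroblast-like with SSPC cells for *Cd34* and SSPC-1-like with SSPC-2-like cells for the others. The tendon list is given over fibroblast-like cells unless said otherwise. With 10 principal components, *Cd34* was at 4.76, *Postn* at -3.68, the osteogenic list at -1.01, the tendon list at 4.698, the chondrocyte-like share at 2.07% and the tendon-led share at 7.12%. By the overlap of cells, 52 *Htra4*-led cells joined the chondrocyte-like cluster. The tendon-led cluster took in 39 fibroblast-like, 32 SSPC-1-like, 32 *Gatm*-led and 2 *Htra4*-led cells and lost 30 to the SSPC-1-like. With 30 components, the tendon-led share was 6.56%, as 48 fibroblast-like and 5 SSPC-1-like cells joined it, and the tendon list was at 4.61. These values also depend on the rounding of the numerical library. With clustering seed 1 the tendon-led share was 6.64%, as 54 fibroblast-like and 2 SSPC-1-like cells joined it.

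With 500 to 6000 genes per cell, shares were 38.4% for fibroblast-like, 18.9% for SSPC-1-like, 1.86% for mature osteoblast-like and 6.01% for endothelial-like cells, the tendon list was at 3.94, and 9 of 14 candidates kept their highest class. The osteoblast-like share includes 18 chondrocyte-like cells. In the *Piezo1* fl/fl library the shares were then 22.9% for SSPC-1-like, 3.80% for endothelial-like and 8.45% for tendon-led cells, with 3428 CPM of *Angptl7* in the last. A mitochondrial limit of 10% gave 33.4% fibroblast-like and 2.86% pericyte-like cells, *Cd34* at 4.76, *Postn* at -3.90 and the tendon list at 4.93. It removes 197 of 296 pericyte-like cells, and 368 fibroblast-like cells formed an unnamed cluster. With doublets kept, *Cd34* was at 4.52 and the tendon list at 3.55. With no genes held out the tendon list was at 3.82. In both, the 20 chondrocyte-like cells fell among the fibroblast-like.

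At resolution 0.2, which puts the 57 osteoblast-like cells in SSPC-2-like, *Postn* was at -3.79, the osteogenic list at -1.26, the tendon list at 3.91 and the SSPC-2-like share at 19.9%. At resolution 0.8, which moves 180 SSPC-2-like cells to the osteoblast-like cluster, the shares were 5.92% osteoblast-like and 14.0% SSPC-2-like, *Cd34* was at 4.52, *Cdkn1c* at 2.87, *Ctsk* at 0.0023 and *Postn* at -4.03. With clusters and values from separate parts of the UMIs, 54 *Htra4*-led cells joined the chondrocyte-like share (1.87%), *Angptl7* was found in 71.7% of SSPC-1-like cells and the TGF-beta list was at 0.63. The mean of per-cell CPM gave *Cd34* at 4.51, *Cdkn1c* at 2.40, *Postn* at -3.84 and the tendon list over SSPC-2-like cells at 3.13. Thinned shares were 74.5% for *Angptl7* and 0.954% and 1.12% for the cell cycle list in SSPC-1-like and SSPC-2-like cells. With the tendon-led cluster counted as SSPC-1, its share was 25.5%, *Angptl7* was at 6.38, *Cd34* at 4.51, *Cdkn1c* at 2.36, *Ctsk* at 0.017, *Postn* at -3.69, and the tendon list at 5.00 over SSPC-2-like and 4.69 over fibroblast-like cells.

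With *Piezo1* fl/fl cells named by their nearest control cells, shares were 48.8% fibroblast-like, 23.0% SSPC-1-like, 8.35% SSPC-2-like, 5.08% tendon-led and 0.372% chondrocyte-like, and *Angptl7* was at 1912 CPM in SSPC-1-like and 6287 CPM in tendon-led cells, against 2379.6 and 2574 CPM. Where no reassigned cells are named, the cause was not tested. Over both libraries, a chondrocyte-like, osteoblast-like or tendon-led cluster was not found under every alternative, and its share has no value there. Each reclustering of the control library did hold a tendon-led cluster. No paired analysis was possible because each genotype has 1 library and no numbering pairs the animals. Depth limits the cell cycle shares, the ranking of *Angptl6* and the *Piezo1* levels.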

Differences from the paper's values

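The readings of Fig. 1c, the choice of genes read and their reading step were chosen only after the result was seen, and so were the tests with the tendon-led cluster counted as SSPC-1.

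The paper retained 4486 cells, against 4005 here. Before doublets and blood cells were removed, 4455 passed the gene and mitochondrial limits, so these limits cannot give the paper's number. The paper's text gives 5 clusters, while naming 6 populations, and 11 clusters were found here. The 11 were counted before naming, with 2 that are both fibroblast-like and others left unnamed, while each of the 6 populations was found. The numbers of clusters therefore may not count the same thing. None of the alternatives set before the data were examined closed the gap in clusters, and resolution 0.2 came nearest with 8.

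The paper's text gives no formula for the fold change of Fig. 1c. It was taken here as the log2 fold change of the mean normalized expression, with a pseudocount of 1 added to each mean. The gaps depend on this choice. As log2 ratios of CPM, *Angptl7* was at 5.75, *Thbs4* at 3.90, *Tnn* at -4.15 and *Postn* at -3.96. For *Angptl7* the paper's value is about 4.7 in Fig. 1c, read by eye, and the value here is 4.38. For *Thbs4* the paper's value is about 4.2 in Fig. 1c, read by eye, against 3.26 here, and for *Tnn* it is about -4.3 in Fig. 1c, read by eye, against -3.83 here. None of the alternatives set before the data were examined closed the gap for any of these genes. For *Postn* the paper's value is about -3.6 in Fig. 1c, read by eye, against -3.66 here, which does not differ. With 10 principal components *Angptl7* was at 4.48 and *Thbs4* at 3.75, and at resolution 0.8 *Tnn* was at -4.02. With the tendon-led cluster counted as SSPC-1, an alternative chosen after seeing the values, *Angptl7* was at 4.97, *Thbs4* at 4.66 and *Tnn* at -4.03, which lies above the paper's values for *Angptl7* and *Thbs4* and short of it for *Tnn*. *Postn* was then at -3.46, which differs from the paper's value, as it does at resolution 0.8 (-3.78) and with 10 principal components (-3.44).

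The paper states that *Angptl7* is specific to SSPC-1, and it also reports *Angptl7*-expressing cells in tendon (Fig. S1l, m). Among the groups found here it was highest in the tendon-led cluster, and in fibroblast-like cells the thinned share of 18.4% (16.5 to 20.5%) was above the 8.87% of pericyte-like cells, while its interval met that of endothelial-like cells (10.1%, 5.32 to 17.0%). The paper states that the other family members have no specific expression. Over the list of 11, 0 genes reached the ratio of *Angptl7* to its next population, and 7 differed between their highest and next population beyond counting error, with *Angptl2* in SSPC-2-like cells at a ratio of 4.48.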

Other observations

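The tests of tendon-led cells and of free RNA among SSPC-1-like cells were chosen only after the result was seen, and those of the lower *Angptl7* in the *Piezo1* fl/fl library were not.

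The tendon list had a median log2 ratio of 3.30 (3.18 to 3.58) in SSPC-1-like over SSPC-2-like cells, with all 8 genes higher, from 0.56 for *Scx* to 6.47 for *Chad*, and lay at percentile 100 of the random lists. Over fibroblast-like cells it was 4.37 (4.04 to 4.59), from 0.29 for *Kera* to 5.32 for *Cilp2*. Cells or free RNA of the tendon-led cluster among SSPC-1-like cells are argued against as the whole cause, since *Kera* reached 1.40% of its level in that cluster and *Tnmd* 16.1%, where such an admixture would bring both alike. Over the list the median was 50.6%, with *Comp* at 83.6%, *Cilp2* at 88.0% and *Chad* at 120%. Free RNA is argued against, since after thinning a tendon list gene was found in a median of 61.0% of SSPC-1-like cells, against 3.78% of endothelial-like and 1.41% of pericyte-like cells, with *Chad* in 89.1% and *Fmod* in 95.6% of SSPC-1-like cells. What remains is the hypothesis that SSPC-1-like cells express most of these genes themselves, while for *Kera*, found in 3.27% of thinned cells, an admixture is not excluded. *Chad* and *Comp* were higher still in the 20 chondrocyte-like cells, with 11365 and 5753 CPM, against 5949 and 1400 CPM in SSPC-1-like cells. The levels of this pair therefore cannot tell tendon from cartilage cells. The other genes of the list were highest in SSPC-1-like cells among the named classes. The dissociation list had a median of 0.46 (0.39 to 0.49) over SSPC-2-like cells at percentile 92.3, with 7 of 11 genes higher, from -1.22 for *Atf3* to 2.96 for *Nr4a1*.

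Between the tendon-led cluster and SSPC-1-like cells of the control library, the largest log2 ratios were those of *Col22a1* (7.83), *Limch1* (6.64), *Reln* (6.66), *Ccbe1* (6.37) and *Kera* (6.16). In the other direction they were those of *Wnt16* (-7.68), *Npnt* (-7.20), *Ostn* (-6.96) and *Sfrp4* (-6.25), and *Mpzl2* had 0 against 263 UMIs, a log2 ratio of -4.52 or lower at a limit of 3 counts.

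*Piezo1* was at 4.96 CPM (4.10 to 5.94; 117 UMIs) in the control and 2.20 CPM (1.67 to 2.85; 57 UMIs) in the *Piezo1* fl/fl library. In endothelial-like cells it was at 27.7 CPM (16.4 to 43.8) and 17.3 CPM (8.28 to 31.7), intervals that overlap. In SSPC-2-like cells it was at 6.22 CPM (4.28 to 8.73; 33 UMIs) and 1.28 CPM (0.348 to 3.27; 4 UMIs), intervals that do not. Counts taken near the 3′ end of a transcript need not fall where exons are deleted.

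In SSPC-1-like cells, the largest log2 ratios of the *Piezo1* fl/fl over the control library, after that of *Cyp1b1* (2.91) and beside that of *Scx*, were those of *Ccl7* (2.18), *Cxcl1* (2.18) and *Itih5* (2.11). In the other direction they were those of *Crabp1* (-4.40), *Lrrn1* (-4.20), *Grem1* (-3.55), *Ostn* (-3.29) and *Postn* (-3.04). In the tendon-led clusters, the genes with the largest ratios included *Col6a6*, with 193 against 0 UMIs, at least 4.66 on the log2 scale at a limit of 3 counts, and *Sfrp4* (7.01), *Has1* (6.41) and *Cadm3* (6.29). Those lower there included *Cyp26a1* (-5.70), *Pappa2* (-4.18), *Bmp3* (-3.97) and *Wif1* (-3.49).

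*Angptl7* was at 2379.6 CPM in SSPC-1-like and 2574 CPM (2518 to 2630) in tendon-led cells of the *Piezo1* fl/fl library, the latter a log2 ratio of -2.24 (-2.28 to -2.20) to the control's. Depth is argued against, with a mean of 6.78 *Angptl7* UMIs per thinned tendon-led cell against 28.7. Separate clustering is argued against as the whole cause, since among cells nearest to the control cluster the log2 ratio was still -0.95, although part of the larger ratio may come from it. Cells of other types within the cluster would lower *Kera* as much as *Angptl7*. *Kera* fell nearly as far, at -2.02 (-2.11 to -1.94), and *Tnmd* less, at -1.15, so such cells may contribute but do not give the whole difference. *Kera* also fell among the nearest cells, by 0.93 on the log2 scale, while *Tnmd* stayed at -0.01. An effect of *Piezo1* and a difference between the digests stay open, untested.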
